# Genome editing in plants using the compact editor CasΦ

**DOI:** 10.1073/pnas.2216822120

**Published:** 2023-01-18

**Authors:** Zheng Li, Zhenhui Zhong, Zhongshou Wu, Patrick Pausch, Basem Al-Shayeb, Jasmine Amerasekera, Jennifer A. Doudna, Steven E. Jacobsen

**Keywords:** CRISPR-CasΦ, plant genome editing, DNA methylation, CasΦ variants, off-target editing

## Abstract

Clustered regularly interspaced short palindromic repeats and CRISPR-associated proteins (CRISPR-Cas) systems have been developed as important tools for plant genome engineering. Here, we demonstrate that the hypercompact CasΦ nuclease is able to generate stably inherited gene edits in *Arabidopsis*, and that CasΦ guide RNAs can be expressed with either the Pol-III U6 promoter or a Pol-II promoter together with ribozyme mediated RNA processing. Using the *Arabidopsis fwa* epiallele, we show that CasΦ displays higher editing efficiency when the target locus is not DNA methylated, suggesting that CasΦ is sensitive to chromatin environment. Importantly, two CasΦ protein variants, vCasΦ and nCasΦ, both showed much higher editing efficiency relative to the wild-type CasΦ enzyme. Consistently, vCasΦ and nCasΦ yielded offspring plants with inherited edits at much higher rates compared to WTCasΦ. Extensive genomic analysis of gene edited plants showed no off-target editing, suggesting that CasΦ is highly specific. The hypercompact size, T-rich minimal protospacer adjacent motif (PAM), and wide range of working temperatures make CasΦ an excellent supplement to existing plant genome editing systems.

## Significance

Plant genome engineering with Clustered regularly interspaced short palindromic repeats and CRISPR-associated proteins (CRISPR-Cas) systems is frequently used in both research and agriculture. Here, we demonstrate that the hypercompact CasΦ-2 nuclease is able to generate heritable gene edits in *Arabidopsis*. Two CasΦ protein variants vCasΦ and nCasΦ increased the editing efficiency in plants and yielded more offspring plants with heritable edits. CasΦ also has a wide range of working temperatures, and the editing by CasΦ is highly specific. We also observed that editing by CasΦ is sensitive to chromatin environment. The hypercompact size, T-rich minimal protospacer adjacent motif (PAM) and wide range of working temperatures make CasΦ an excellent supplement to existing plant genome editing systems.

CRISPR-Cas systems, originally discovered as an adaptive immune system in bacteria and archaea (1–3), have been widely used as genome engineering tools (4–6). Class 2 CRISPR-Cas systems are of particular interest as the guide RNA binding and the cleavage of target nucleic acids are accomplished by a single effector protein (7). For plant genome engineering, Cas9 (2, 8–12) and Cas12a (13–17) have been routinely applied in multiple plant species. With the discovery of novel CRISPR-Cas systems, additional DNA and RNA targeting Cas proteins serve as potential plant genome engineering tools. CRISPR-CasΦ, discovered from huge bacteriophages (18), targets double-stranded DNA and generates staggered cuts (19). Importantly, CasΦ proteins are only 700 to 800 amino acids (aa) (19), which are much smaller in size compared to Cas9 (1,000 to 1,400 aa) (2, 20, 21) and Cas12a (1,100 to 1,300 aa) (13). The compact sizes of the CRISPR-CasΦ systems may allow for approaches where protein or nucleic acid size is a limiting factor. CasΦ systems also have T-rich minimal PAM sequences (19). Huge bacteriophages encoding CasΦ systems are from diverse ecosystems potentially providing a range of optimum temperatures for CasΦ activity (18). CasΦ proteins are therefore interesting candidates for novel plant genome engineering tools.

The CasΦ-2 ortholog was previously shown to be capable of target DNA editing in both human and plant cells (19). It recognizes a 5′-TBN-3′ PAM sequence (where B is G, T or C) and generates staggered 5′ overhangs which usually yield multiple base pair deletions after the action of cellular DNA repair machineries (19). Similar to Cas12a, the CasΦ-2 protein is also able to process pre-crRNA into mature crRNAs (19). The CasΦ-2 protein employs a single RuvC active site for DNA cleavage, which is also used for pre-crRNA processing (19, 22). A structural study of CasΦ-2 revealed that helix α7 blocks the path of the target strand of the substrate DNA toward a PAM-proximal position (22). Mutations in the negatively charged tip of helix α7 either by substitution of the whole negatively charged tip to a linker sequence glycine-serine-serine-glycine (GSSG) (vCasΦ) or substitution of residues in the negatively charged tip to alanine (E159A, S160A, S164A, D167A, E168A) (nCasΦ) resulted in significantly faster substrate DNA cleavage compared to the wild-type (WT) CasΦ (22). This finding provides potentially more efficient CasΦ variants for genome engineering purposes.

In this study, we provide evidence that CasΦ can be utilized as a novel plant genome editing tool to generate heritable mutations. The CasΦ genome editing system is compatible with Pol-II promoter-driven guide RNA transcription and ribozyme mediated guide RNA processing machineries. We also found that CasΦ editing is more efficient at unmethylated DNA than at methylated DNA. Finally, the hyperactive CasΦ variants vCasΦ and nCasΦ exhibited much higher editing efficiency with all of the gRNAs tested, and off-target editing of the CasΦ variants vCasΦ and nCasΦ was not observed, suggesting that these variants can be utilized for highly specific genome editing in plants.

## Results

### CasΦ-2 Is Capable of Generating Heritable Mutations in *Arabidopsis*.

Previously, it was shown that CasΦ-2 ribonucleoproteins (RNPs) were capable of editing the *AtPDS3* gene in *Arabidopsis* mesophyll protoplasts (19). To investigate if CasΦ-2 is able to edit a target gene in transgenic plants, we used the *Arabidopsis UBQ10* promoter to drive the expression of an *Arabidopsis* codon optimized CasΦ-2 and the U6 promoter to drive transcription of guide RNAs (Fig. 1*A*). The ubiquitous expression by the *UBQ10* promoter allows for assessment of editing efficiency in somatic tissues of transgenic plants as well as using mesophyll protoplasts for further optimization. We utilized *AtPDS3* gRNA10, which had the highest editing efficiency of all *AtPDS3* gRNAs tested in protoplasts (19). Version 1 and version 2 constructs were made with nuclear localization signal peptides either flanking N and C termini or only at the C terminus of the CasΦ-2 protein, respectively (Fig. 1*A*). Seventy-eight T1 transgenic plants of the version 1 construct were screened by Sanger sequencing, and a plant heterozygous for mutation of the gRNA10 targeted region was identified (T1 #33) (Fig. 1*B*). Further amplicon sequencing of different parts of this plant indicated that it was mosaic for the heterozygous mutation, with leaf a and leaf b showing about 50% of reads carrying mutation, but other leaves showing little to no editing (*SI Appendix*, Table S1). 

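Table S1 rests on amplicon sequencing of 4 leaves and 1 flower of T1 plant #33, each sequenced once, with 1 untransformed plant as the control. The authors trimmed the reads, mapped them to the target region and exported every mutation pattern with its read count, and these counts were the starting point here. A total of 3383814 to 3954723 reads was counted per tissue (median 3671170), and 4003002 reads in the control plant. Editing efficiency was computed by the paper's criterion: the reads of all patterns with an insertion or deletion of at least 3 bp and at least 100 reads in the sample, as a percentage of all reads of the sample. The choices that could change such a value are the read minimum, the smallest indel counted, the stretch of the amplicon considered and whether the reads of a control are subtracted, and each was varied. The share of a single library is given with its 95% Wilson confidence interval, and a share of 0 with a floor of 3 reads of the total. Patterns with fewer than 100 reads also give 0, so a 0 does not exclude indel reads in such patterns, and 100 reads are 0.00181% to 0.0247% of the Arabidopsis libraries without edited reads. PCR reads without molecular identifiers are not independent molecules, so these intervals and floors cover counting error only.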

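In leaf a, 1660178 reads were edited, an efficiency of 45.2% (95% interval 45.2% to 45.3%), and in leaf b 1926043 reads, an efficiency of 49.5% (49.5% to 49.6%). Leaf d had 426469 edited reads, an efficiency of 10.8% with both interval bounds at the same rounded value. Leaf c had 529 edited reads (0.0146%, 0.0134% to 0.0159%) and the flower 284 (0.00839%, 0.00747% to 0.00943%). The untransformed plant had 469 edited reads (0.0117%, 0.0107% to 0.0128%), a share above that of the flower and below that of leaf c. When the control's share of indels of at least 3 bp in patterns of any read count, 0.0153%, was subtracted, leaf c and the flower fell to 0. That share has no read minimum, unlike the 0.0117% of the control and the values of the tissues, so the subtraction takes away more than the criterion counts. From the contrast between leaves a and b and the other leaves, the paper concludes that the plant was mosaic for the mutation.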

The dominant form of mutation detected in this plant by amplicon sequencing was a 6 bp deletion in the *AtPDS3* gR10 targeted region, although a small number of reads with other forms of deletion were also detected (*SI Appendix*, Table S1). 

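Pattern -5:6D, a deletion of 6 bp that starts at position -5 of the guide's frame, accounted for 99.8% of the edited reads of the 5 tissues together, with 1656570 reads in leaf a, 1922514 in leaf b and 425481 in leaf d. It was the only counted pattern in the flower and in the untransformed plant. In total 6 patterns passed the criterion. The next most frequent were -4:6D with 6311 reads and -6:6D with 1460 reads, each in 3 of the 5 tissues. The guide's 20 nt site, CAGTTGACAATCCAGCCAAT, was matched to chromosome 4 of TAIR10.1 from 8194265 to 8194284 on the plus strand, next to the PAM TTG. The AtPDS3 gene (AT4G14210) is annotated on the minus strand from 8190190 to 8195320 with 3 transcripts. Pattern -5:6D removes AGCCAA from 8194278 to 8194283, inside the exon from 8194197 to 8194285. It leaves 2 bases between the deletion and the exon boundary at 8194285. On the minus strand that boundary is the start of the exon in the direction of transcription. In all 3 transcripts the deletion removes leucine and alanine at residues 102 and 103 and shortens the protein from 566 to 564 residues. Pattern -4:6D removes the same residues.

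**Figure D1:**
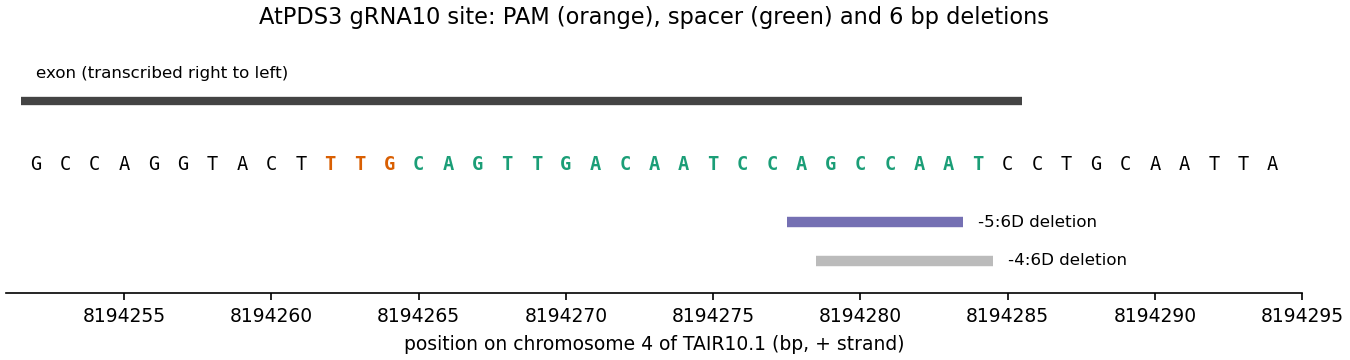
The AtPDS3 gRNA10 site on chromosome 4 of TAIR10.1, with the genomic position in bp on the x axis, the exon, the guide's site and PAM, and the bases removed by patterns -5:6D and -4:6D. Both deletions lie inside the exon, the first of them 2 bases from its boundary at the higher coordinate, which is transcribed first.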

The *AtPDS3* gene encodes a phytoene desaturase enzyme that is essential for chloroplast development. Disruption of this gene function results in albino and dwarfed seedlings (23). Indeed, albino and dwarfed seedlings were observed from the offspring (T2) population of plant #33 (Fig. 1*C*). Twenty albino/dwarf seedlings were tested individually for the *AtPDS3* gR10 target region, and all of the tested seedlings were homozygous for a 6 bp deletion at the gR10 target region (Fig. 1*D*). This 6 bp deletion leads to the loss of two amino acids which are highly conserved among orthologous proteins (*SI Appendix*, Fig. S1*A*). In addition, two of these 20 albino/dwarf T2 seedlings had segregated away the transgene and were thus CasΦ-2 transgene-free (Fig. 1*E*), confirming the germline transmission (heritability) of the CasΦ-2 generated mutation in the *AtPDS3* gene from the T1 to the T2 plants.

**Fig. 1.**
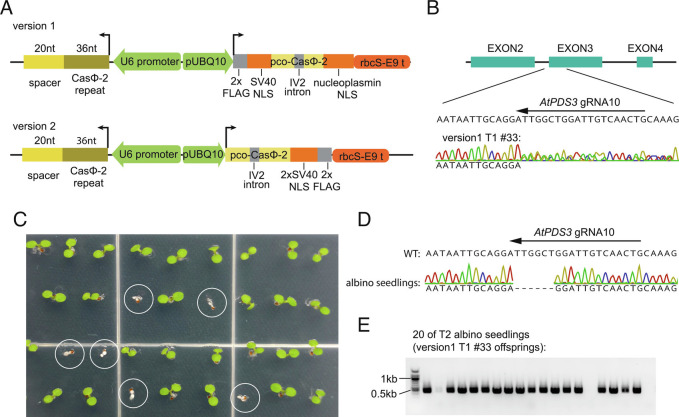
Editing of the *AtPDS3* gene by CasΦ-2 in transgenic plants. (*A*) Schematics of the version 1 and version 2 constructs to generate *Arabidopsis* transgenic plants expressing the CasΦ-2 protein and the CasΦ-2 guide RNA. NLS, nuclear localization signal. pUBQ10, *Arabidopsis UBQ10* gene promoter. pco-CasΦ-2, *Arabidopsis* codon optimized CasΦ-2. rbcS-E9 t, rbcS-E9 terminator. U6 promoter, *AtU6-26* gene promoter. (*B*) Sanger sequencing result of T1 transgenic plant #33 of version 1 construct with *AtPDS3* gRNA10 at the target region. (*C*) Picture of seedlings from T2 populations of T1 plant #33, with albino seedlings circled. (*D*) Sanger sequencing result of albino seedlings from the T2 populations of T1 plant #33 at the *AtPDS3* gRNA10 targeted region. (*E*) PCR amplification of the DNA of 20 randomly selected albino seedlings from the T2 population of T1 plant #33 for a fragment of the CasΦ-2 transgene. Successful DNA extraction was suggested by successful PCR amplification of the *AtPDS3* gRNA10 targeted region followed by Sanger sequencing with the same DNA samples from these 20 albino seedlings, with all samples displaying mutation pattern as shown in (*D*).

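DNA of 6 T1 plants of the version 2 construct, in which the nuclear localization signals sit only at the C terminus, was sequenced across the AtPDS3 gRNA10 site, 1 library per plant. The authors deposited the number of reads of each mutation pattern. The 6 libraries held between 3023018 and 3661273 reads with a median of 3396600, and the untransformed plant of Table S1 served as the control. Each plant is a separate transformation event, so the plants are not replicates of one another, and the main choice that could change a low value is how the control's reads are treated.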

For the version 2 construct, six T1 transgenic plants were screened, this time directly by amplicon sequencing so that we could more sensitively detect plants with low editing efficiency. T1 plant #6 showed the highest number of edits, with 13.5% of reads carrying mutations, while the other five plants showed much lower or no editing (*SI Appendix*, Fig. S1*B*). 

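T1 plant #6 had 483705 edited reads, an efficiency of 13.5% (95% interval 13.5% to 13.6%), spread over 29 patterns, of which -2:6D held 451185 reads. Plant #2 reached 2.94% (2.92% to 2.95%), plant #1 0.577% (0.569% to 0.585%), plant #4 0.392% (0.386% to 0.399%) and plant #5 0.122% (0.118% to 0.126%). Plant #3 had 368 edited reads, all of pattern -5:6D, an efficiency of 0.0120% (0.0109% to 0.0133%). The share in the untransformed plant falls inside that interval, and with the control's share in patterns of any read count subtracted plant #3 had 0, so editing in plant #3 was not detectable against the control at this depth.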

Ninety-six offspring T2 plants of T1 plant #6 were analyzed, and six of them were heterozygous for mutations at the *AtPDS3* gR10 targeted region (*SI Appendix*, Fig. S1*C*). As expected, albino seedlings were identified in the T3 offspring populations of these heterozygous T2 plants (*SI Appendix*, Fig. S1*D*). DNA sequencing of T3 albino seedlings derived from different T2 lineages showed deletions of 3 bp, 5 bp, 9 bp (two plants), or a 42 bp deletion plus a 1 bp deletion that was 16 bp upstream of the larger deletion (two plants) (*SI Appendix*, Fig. S2*A*). CasΦ-2 transgene-free albino seedlings were also identified from these T3 populations, further supporting the heritability of the CasΦ-2 generated mutation in the *AtPDS3* gene (*SI Appendix*, Fig. S2*B*). These results suggest that the initial T1 plant #6 was chimeric for different deletions which were inherited into the different T2 and T3 lines.

### RDR6 Mediated Transgene Silencing Attenuates CasΦ-2 Mediated Editing in Transgenic Plants.

In *Arabidopsis*, RNA-dependent RNA polymerase 6 (RDR6) plays an important role in the initiation of transgene silencing (24, 25). 

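The T1 comparison in Fig. S3A covers 43 version 1 and 41 version 2 plants in Col-0, the WT background, and 42 version 1 and 23 version 2 plants in rdr6-15, all grown at 23 °C, with 4 untransformed plants as controls and 1 amplicon library of the AtPDS3 gRNA10 site per plant. The authors counted the reads of each mutation pattern. The version 1 libraries held 197725 to 3005247 reads in Col-0 (median 1670941) and 484563 to 2447357 in rdr6-15 (median 1625329). The version 2 libraries held 404475 to 2945272 reads in Col-0 (median 1841677) and 465211 to 3362769 in rdr6-15 (median 1624891), and the controls 463926 to 1824969. The paper names the Mann–Whitney test, and the same rank sum was used here with a permutation test of 100000 resamples, two-sided, because tied zeros occur. The difference of medians is given as the size of the effect. Under a fixed minimum of 100 reads a pattern counts at a smaller share in a deeper library, so the comparison was repeated within libraries of at least 1000000 reads and within smaller ones, a split chosen after the depths had been seen. The classes follow depth alone.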

To evaluate if the CasΦ-2 transgene is also affected by transgene silencing, the editing efficiencies of CasΦ-2 transgenic T1 plants in the WT background or in the *rdr6-15* mutant (26) background were compared. 

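With the version 1 construct the median editing efficiency was 0.254% in Col-0 (quartiles 0.0568% and 0.850%, n = 43) and 1.72% in rdr6-15 (0.458% and 6.72%, n = 42), a difference of 1.46 percentage points (permutation test, two-sided, p = 5e-05, adjusted p = 0.0002 over the 4 comparisons in Fig. S3A). An rdr6-15 plant drawn at random had a higher value than a Col-0 plant with probability 0.754. With the version 2 construct the medians were 0.352% (0.159% and 0.851%, n = 41) and 0.812% (0.274% and 6.36%, n = 23), a difference of 0.461 percentage points (permutation test, two-sided, p = 0.0128, adjusted p = 0.0255, probability 0.688). The highest single value in Col-0, 40.1% in 1 version 2 plant, was above the highest in rdr6-15, 18.2%. Means in place of medians moved the version 1 difference most, to 2.71 percentage points. For version 2, means gave 1.73 percentage points, with p = 0.266 from a permutation test of the means in place of the ranks. Those means include the Col-0 plant at 40.1%. Subtraction of the control gave 0.355, with p = 0.0598 from the permutation test of the ranks. The version 2 difference therefore depends on these choices. The subtraction took 0.127%, from the controls of Fig. 5, off the rdr6-15 plants and 0.0216%, from those of Fig. S3A, off the Col-0 plants. With 0.0216% taken off both, an alternative added after the data had been seen, the difference was 0.461 (permutation test, p = 0.0128). In libraries of at least 1000000 reads the medians were 0.384% (n = 31) against 2.21% (n = 31) for version 1 (permutation test, p = 0.00206, adjusted p = 0.00275 over the 4 depth classes) and 0.486% (n = 31) against 4.11% (n = 14) for version 2 (permutation test, p = 0.00033, adjusted p = 0.00066). In smaller libraries they were 0.0208% (n = 12) against 0.772% (n = 11) for version 1 (permutation test, p = 6e-05, adjusted p = 0.00024) and 0.0258% (n = 10) against 0.245% (n = 9) for version 2 (exact permutation test, p = 0.0514, adjusted p = 0.0514).

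**Figure D2:**
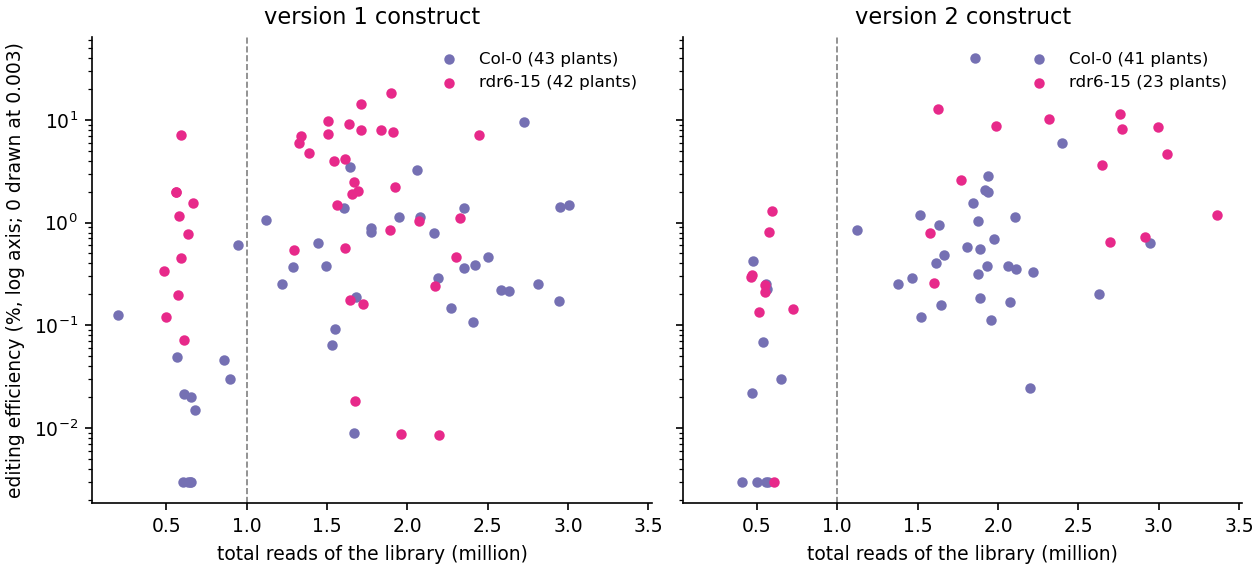
Editing efficiency of each T1 plant in percent of reads (y axis, log scale, 0 drawn at the bottom) against the total reads of its library in units of 1000000 (x axis), with 1 point per plant, 1 panel per construct and a dashed line at 1000000 reads. The rdr6-15 points tend to lie above those of Col-0 on both sides of the line, and the backgrounds overlap.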

For both the version 1 and the version 2 constructs with *AtPDS3* gRNA10, we detected significantly higher editing efficiency in the population of T1 transgenic plants in the *rdr6-15* mutant background compared to the WT background (*SI Appendix*, Fig. S3*A*), suggesting that RDR6 mediated silencing is limiting the editing efficiency in CasΦ-2 transgenic plants. 

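From the higher efficiencies in rdr6-15, the paper proposes that silencing mediated by RDR6 limits editing in CasΦ-2 transgenic plants. Between the constructs, the version 2 median lay 0.0973 percentage points above that of version 1 in Col-0 (permutation test, two-sided, p = 0.538, adjusted p = 0.717, probability 0.539 that a version 2 plant is higher). In rdr6-15 the version 2 median was lower, with a difference of -0.904 percentage points (permutation test, two-sided, p = 0.834, adjusted p = 0.834, probability 0.483). The quartiles of the constructs overlap in both backgrounds. Among libraries of at least 1000000 reads the rdr6-15 difference had the opposite sign, 1.90 percentage points (permutation test, p = 0.236), while that in Col-0 was 0.102 (p = 0.79 from the same permutation test). In smaller libraries the differences were 0.00500 in Col-0 (12 against 10 plants, permutation test, two-sided, p = 0.753) and -0.527 in rdr6-15 (11 against 9 plants, exact permutation test, two-sided, p = 0.131).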

No significant difference was detected between the version 1 and version 2 constructs in the same genetic background, suggesting that the two configurations of nuclear localization signal work similarly (*SI Appendix*, Fig. S3*A*).

### CasΦ-2 Shows Similar Editing Efficiency at 23 °C and 28 °C.

We previously observed that CasΦ-2 RNPs with gRNA10 produced around 0.85% edits in *Arabidopsis* protoplasts using a 2-d room temperature incubation with a 2.5-h 37 °C pulse (79,768 edited reads/9,404,589 total reads) (19). We performed a similar experiment in the absence of the 37 °C pulse and found similar (1.1%) efficiency (91,950 edited reads/8,572,470 total reads), suggesting that CasΦ-2 is functional at lower temperatures. 

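The comparison with and without the 37 °C pulse rests on 1 library of RNP-transfected protoplasts each, for AtPDS3 gRNA10, with no control library. The authors deposited the reads counted per pattern, and the totals were 9404589 reads with the pulse and 8572470 without it, the deepest Arabidopsis libraries of the study. With the pulse, 79768 reads in 42 patterns were edited, 0.848% (95% interval 0.842% to 0.854%). Without it, 91950 reads in 34 patterns were edited, 1.07% (1.07% to 1.08%). Pattern -5:9D had the most edited reads in both. The intervals do not overlap, but they compare 2 libraries and not the temperatures, since neither condition has a replicate. A minimum share of 0.01% of reads per pattern, in place of 100 reads, gave 0.679% with the pulse and 1.02% without, the largest change of any alternative. From the similar values, the paper proposes that CasΦ-2 is functional at lower temperatures.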

*Arabidopsis* grows ideally at around 23 °C but can also grow at temperatures up to about 28 °C (27), so we also performed an experiment with the version 2 plasmid comparing editing efficiencies in protoplasts at 23 °C versus 28 °C and found a roughly similar editing efficiency in both with gRNA10 (roughly 1.1%) (*SI Appendix*, Fig. S3*B*). 

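Fig. S3B compares 2 transfections at 23 °C with 2 at 28 °C, each with the version 2 plasmid and AtPDS3 gRNA10, and 1 GFP plasmid control per temperature. The pattern counts come from 1631577 and 1802286 reads at 23 °C, 1831664 and 2494466 at 28 °C, and 1977891 and 2342053 in the controls. Editing efficiency was 1.06% and 1.23% in the 23 °C transfections (SD 0.123, n = 2) and 0.992% and 1.27% in the 28 °C transfections (SD 0.194, n = 2), and 0 in both controls, with floors of 0.000152% and 0.000128%. With patterns of any read count, indels of at least 3 bp made up 0.00738% and 0.00897% of the reads in these controls. The difference of means was -0.0133 percentage points, smaller than either SD (exact permutation test, two-sided, p = 1). With 2 transfections against 2 the smallest p is 0.333, so the design cannot reach 0.05. With replicates paired by number, the exact permutation test also gave p = 1 (smallest 0.5), and the pairing correlation of 1 is fixed in size by having 1 guide with 2 replicates. A minimum share of 0.01% of reads per pattern reversed the sign, to 0.109 percentage points (exact permutation test, p = 0.667), a value within the same SDs.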

To test the effect of temperature with a longer incubation time and in plants stably expressing CasΦ-2, T1 transgenic plants of version 1 or version 2 constructs either in the WT Col-0 background or the *rdr6-15* background were either continuously grown at room temperature (23 °C) or initially grown at 28 °C for 2 wk then transferred to room temperature. 

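The 28 °C plants of Fig. S3C and Fig. S3D are 15 version 1 and 10 version 2 plants in Col-0, and 10 version 1 and 12 version 2 plants in rdr6-15, set against the 23 °C populations of Fig. S3A and their controls. The 6 Col-0 version 2 plants of Fig. S1B, also grown at 28 °C, are a separate experiment with 3023018 to 3661273 reads per library and are not included. The deposited pattern counts of the 28 °C plants in Fig. S3C and Fig. S3D come from smaller libraries. They held 701583 to 2140733 reads for Col-0 version 1 (median 887282), 617449 to 786345 for Col-0 version 2 (median 682679.5), 563435 to 800343 for rdr6-15 version 1 (median 647085.5) and 556698 to 2243112 for rdr6-15 version 2 (median 750716). Of these 25 Col-0 plants 19 had fewer than 1000000 reads, and of the 22 rdr6-15 plants 20. Depth and temperature are therefore partly confounded, and 3 of the 4 populations have too few 28 °C libraries of at least 1000000 reads for a comparison in that class.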

No significant difference was detected between the editing efficiencies of the T1 plants grown under these two temperature regimes (*SI Appendix*, Fig. S3 *C* and *D*), suggesting that CasΦ-2 expressing transgenes function similarly between 23 °C and 28 °C. Previously, CasΦ-2 has also been shown to be functional at 37 °C in human cells (19). 

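The median at 28 °C was 0.238% for Col-0 version 1 (n = 15), -0.0165 percentage points from its 23 °C median (permutation test, two-sided, p = 0.815, adjusted p = 0.815 over the 4 populations), and 0.0576% for Col-0 version 2 (n = 10), a difference of -0.294 (permutation test, p = 0.146, adjusted p = 0.312). In rdr6-15 it was 0.627% for version 1 (n = 10), a difference of -1.09 (permutation test, p = 0.156, adjusted p = 0.312), and 0.897% for version 2 (n = 12), a difference of 0.0852 (permutation test, p = 0.483, adjusted p = 0.644). A 28 °C plant was above a 23 °C plant with probability 0.479, 0.349, 0.352 and 0.424, in the order of these populations. For rdr6-15 version 2 the tested ranks therefore pointed lower at 28 °C, although the median was higher. Means in place of medians moved the rdr6-15 version 1 difference most, to -2.44 percentage points (permutation test, p = 0.0693), and reversed the sign for rdr6-15 version 2, to -1.59 (permutation test, p = 0.238). When the 23 °C counts were scaled down to the median depth at 28 °C, the differences became 0.0142 and -0.218 in Col-0 and -1.06 and 0.0852 in rdr6-15. Depth classes were added after the data had been seen. Among libraries under 1000000 reads the difference was 0.174 percentage points for Col-0 version 1 (12 against 9 plants, exact permutation test, two-sided, p = 0.0138, adjusted p = 0.0691 over the 5 comparisons possible within a depth class), and 0.0318 for Col-0 version 2 (permutation test, p = 0.186, adjusted p = 0.311). In the same class it was -0.145 for rdr6-15 version 1 (permutation test, p = 1) and 0.652 for rdr6-15 version 2 (9 against 10 plants, exact permutation test, p = 0.156, adjusted p = 0.311). Of the larger libraries only Col-0 version 1 could be compared, with a difference of -0.0749 (31 against 6 plants, exact permutation test, p = 0.481, adjusted p = 0.601). From these T1 plants, the paper proposes that CasΦ-2 transgenes function similarly at 23 °C and 28 °C.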

Altogether, these data suggest that the CasΦ-2 protein has a wide functional temperature range, which should make it useful for editing in a wide variety of eukaryotic systems.

### CasΦ-2 Mediated Editing Is Sensitive to DNA Methylation Status.

Previously, it was observed that DNA methylated chromatin showed a lower efficiency of editing by Cas9 (28, 29). To examine this for CasΦ-2 editing, we took advantage of the *FWA* gene and the *fwa-4* epiallele. In WT *Arabidopsis* plants, the *FWA* gene is silent in all adult plant tissues owing to DNA methylation in the promoter. *FWA* is normally only expressed by the maternal allele in the developing endosperm where it is imprinted and demethylated (30). In the epiallele *fwa-4*, the promoter is heritably unmethylated, and thus, the *FWA* gene is expressed ectopically (31). 

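FWA (AT4G25530) is annotated on the plus strand of chromosome 4 of TAIR10.1 from 13038360 to 13042464. The sites of FWA gRNA1 to gRNA10 were located on chromosome 4 from the spacers listed in the SI Appendix and the bases that the deposited pattern labels give around each site. Relative to the annotated start of the gene, the lowest coordinate of the site is -22 bp for gRNA1, -67 for gRNA2, -116 for gRNA3, -143 for gRNA4, -146 for gRNA5, -152 for gRNA6, -212 for gRNA7, -231 for gRNA8, -248 for gRNA9 and -308 for gRNA10. The sites of gRNA5, gRNA6, gRNA8 and gRNA9 are on the minus strand. They span the interval from 13038052 to 13038357. The printed spacers of gRNA1 and gRNA10 had 0 exact matches on chromosome 4, and their sites were taken from the pattern labels alone. The 20 nt site of gRNA1 occurs 2 times on chromosome 4. The sites of gRNA4, gRNA5 and gRNA6 overlap one another and lie next to a run of 12 adenines, read along the minus strand, from 13038196 to 13038207.

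**Figure D3:**
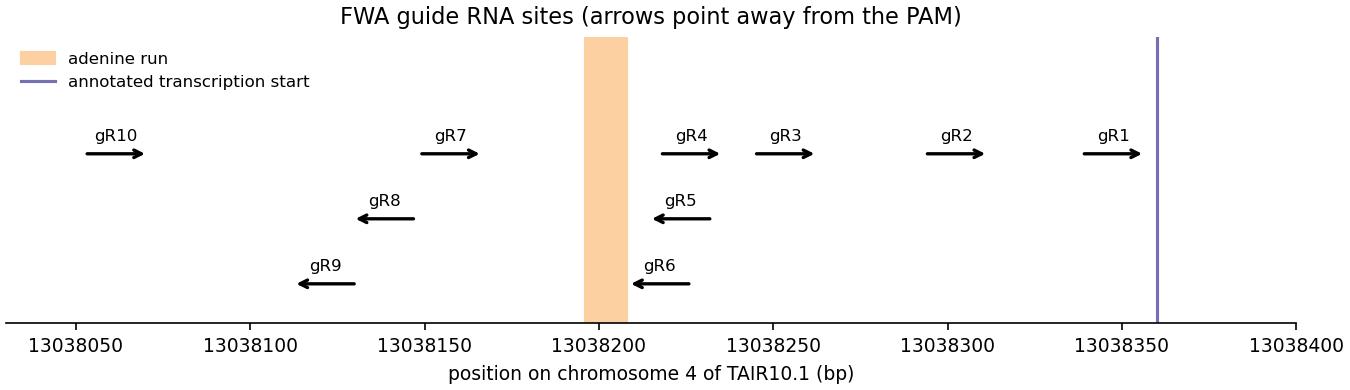
Map of the FWA promoter on chromosome 4 of TAIR10.1, with the genomic position in bp on the x axis and an arrow for the site and strand of each of the 10 guides. The sites of gRNA4, gRNA5 and gRNA6 overlap, and that of gRNA6 ends at the adenine run.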

Ten guide RNAs were designed targeting the promoter region of the *FWA* gene, immediately upstream of the transcription start site (Fig. 2*A*). In WT plants, this region contains DNA methylation and is targeted by the RNA directed DNA methylation machinery (32, 33), as evidenced by Pol V occupancy (Fig. 2*A*). Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) signals are also significantly lower in the WT plant compared to the *fwa-4* epi-mutant (34) (Fig. 2*A*), suggesting that the accessibility of the *FWA* promoter region is lower in the WT plant. An in vitro cleavage assay with CasΦ-2 RNPs showed that all 10 *FWA* guide RNAs led to cleavage of the PCR amplified *FWA* gene fragment, with the majority of the substrate DNA cleaved by RNPs of gRNA1, gRNA4, gRNA5, gRNA6, and gRNA7 (*SI Appendix*, Fig. S4). 

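For the test of the 10 FWA guides in Fig. 2B, protoplasts were transfected with CasΦ-2 RNPs, 1 library per guide, beside 6 control libraries that cover the amplicons. The paper describes these protoplasts as fwa-4, while the sample labels call them wild type, and the paper's description was followed. The pattern counts that the authors deposited come from 2252889 to 3683033 reads per guide (median 2889885) and 2151890 to 3585437 per control (median 2868909.5). Editing efficiency was 2.24% for gRNA5 (95% interval 2.23% to 2.26%), 0.807% for gRNA6 (0.797% to 0.818%), 0.698% for gRNA4 (0.688% to 0.707%) and 0.337% for gRNA1 (0.330% to 0.345%). Their most frequent patterns were -1:5D, -4:11D, -6:7D and -6:12D, in that order. The library of gRNA7 had 407 edited reads in 2 patterns, 266 of them of -5:9D, an efficiency of 0.0141% (0.0128% to 0.0156%). No edited reads were counted for gRNA2, gRNA3, gRNA8, gRNA9 and gRNA10, with floors between 8.15e-05% and 0.000133%, or in the 6 controls, with floors between 8.37e-05% and 0.000139%. Counting indels from 1 bp moved gRNA6 most, to 1.01%. There are no replicates in this test.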

When CasΦ-2 RNPs were transfected into *fwa-4* epi-mutant protoplasts, gene editing events were detected with gRNA1, gRNA4, gRNA5, and gRNA6 (Fig. 2*B*). To compare the editing efficiency at *FWA* in different chromatin states, in an independent experiment, protoplasts of WT and *fwa-4* epi-mutant plants were prepared and transfected with CasΦ-2 RNPs with *FWA* gRNA1, gRNA4, gRNA5, and gRNA6. 

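In this independent experiment each of the 4 guides was transfected 2 times into Col-0 and 2 times into fwa-4 protoplasts, 16 libraries in all, with 1 control per genotype for the gRNA1 amplicon and 1 per genotype for the amplicon of the other guides. The authors deposited the pattern counts of every library. The edited libraries held 1501070 to 2054448 reads (median 1714761) and the 4 controls 1557079 to 2072945 (median 1746672.5). Genotypes were compared within each guide, by an exact permutation test of the ranks over all 1296 arrangements, and the effect is the mean over guides of the difference of means. Indels inside the adenine run were left out for gRNA5 and gRNA6, as the paper does.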

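For FWA gRNA1, 0 edited reads were counted in either Col-0 library (floors 0.000146% and 0.000151%), against 0.833% ± 0.151 (SD, n = 2) in fwa-4. The values for gRNA4 were 0.0866% ± 0.0183 in Col-0 and 1.48% ± 0.0818 in fwa-4, and for gRNA5 0.00841% ± 0.000144 and 2.84% ± 0.405. For gRNA6 they were 0.00426% ± 0.00603, with 1 Col-0 library at 0, and 0.799% ± 0.128. All 4 controls had 0 edited reads. The mean difference was 1.46 percentage points, with both fwa-4 values above both Col-0 values for 4 of 4 guides (exact permutation test, two-sided, p = 0.00154, the smallest p of the design). This p measures the spread between transfections. The paper does not say how many protoplast preparations were made per genotype, and only FWA guides were compared here. A difference between the preparations is therefore not excluded by the test. Replicates paired by number had a correlation of -0.760 in their deviations, and the exact permutation test within pairs gave p = 0.00781, as did crossed pairs, a test added after the data had been seen. Leaving out 1 replicate number at a time moved the difference most, to 1.32 and 1.6. The paper had reasoned from lower ATAC-seq signals that the FWA promoter is less accessible in WT than in fwa-4 plants.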

Much higher editing efficiency was observed for each of the four gRNAs in the *fwa-4* protoplasts compared to the WT protoplasts (Fig. 2*C*), suggesting that the CasΦ-2 mediated editing is more efficient when the target DNA has a more open chromatin state compared to a repressive chromatin state.

**Fig. 2.**
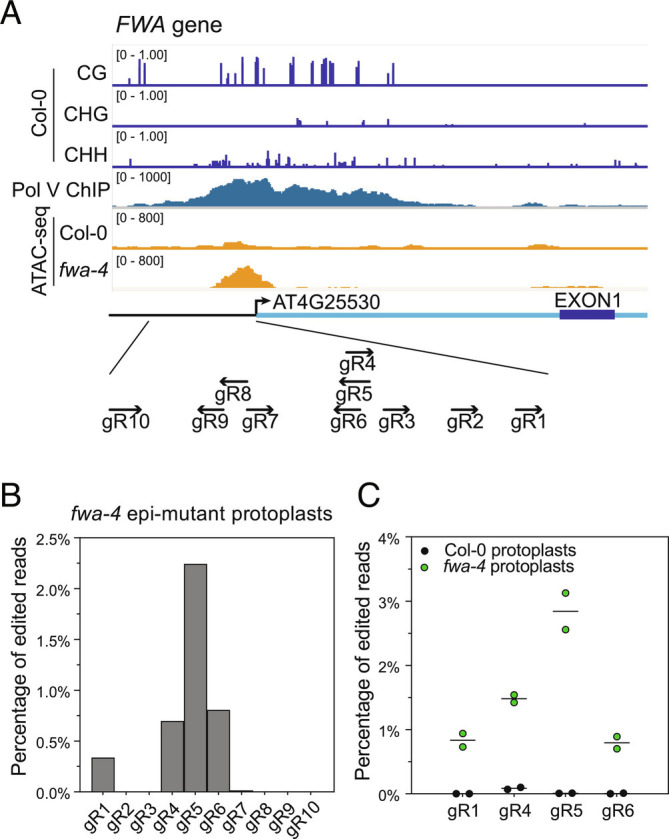
Effect of the DNA methylation status at the *FWA* gene promoter on editing efficiency by CasΦ-2. (*A*) DNA methylation level (33) and normalized Pol V ChIP-seq signal (normalized by RPKM) (32) in Col-0 plants, as well as normalized ATAC-seq signal (normalized by RPKM) (34) in Col-0 plants versus the *fwa-4* epi-mutant plants at the *FWA* gene (AT4G25530) promoter region. The relative positions of the CasΦ-2 guide RNAs are illustrated in the schematic below. (*B*) CasΦ-2 editing efficiencies at the target loci in the *FWA* promoter region with gRNA 1 to gRNA 10 in the *fwa-4* epi-mutant protoplasts. (*C*) Comparison of CasΦ-2 editing efficiencies in the *FWA* promoter region with *FWA* gRNA1, gRNA4, gRNA5, and gRNA6 in Col-0 protoplasts versus in *fwa-4* epi-mutant protoplasts. Two replicates were performed for each gRNA in each type of protoplast. Dots indicate the editing efficiencies of individual replicates, and the line indicates the mean of the two replicates.

### CasΦ-2 Guide RNAs Can Be Expressed with Pol-II Promoters and Ribozyme Processing Machineries.

As Pol-II promoters have been successfully used to drive the gRNA transcription for the Cas9 and Cas12 systems (14, 35), we wanted to test if Pol-II promoters are able to drive CasΦ-2 guide RNA transcription. Three Pol-II promoter and terminator sets were tested, the CmYLCV promoter and 35S terminator, a 2×35S promoter and HSP18.2 terminator, and a UBQ10 promoter with a rbcS-E9 terminator (Fig. 3*A*). Since CasΦ-2 has intrinsic pre-crRNA processing activity (19), *AtPDS3* gRNA10 without additional RNA processing machinery in three configurations was tested, a single CasΦ-2 repeat followed by *AtPDS3* gRNA10 spacer, a CasΦ-2 repeat followed by *AtPDS3* gRNA10 spacer followed by a second CasΦ-2 repeat, and a triple array of CasΦ-2 repeats/*AtPDS3* gRNA10 spacers followed by a fourth CasΦ-2 repeat (Fig. 3*A*). 

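Fig. 3B rests on protoplasts transfected with 10 plasmids, 3 promoter and terminator sets in each of 3 guide configurations and the U6 cassette, with 1 library per plasmid and 1 control. The authors deposited the read count of each pattern at the AtPDS3 gRNA10 site. The edited libraries held 2516653 to 3456350 reads (median 2818045.5) and the control 3588154 reads, with 0 edited reads (floor 8.36e-05%). Without replicates, the values compare libraries, and only their intervals can be given. Following the legend, a single repeat and spacer is called the A form, a spacer between repeats the B form and the triple array the C form.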

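In the A form, editing efficiency was 0.731% with the CmYLCV promoter (95% interval 0.721% to 0.741%), 0.445% with the 2×35S promoter (0.438% to 0.452%) and 0.172% with the UBQ10 promoter (0.167% to 0.177%). The 3 promoters kept this order in the B form and in the C form. Every pair of intervals within a configuration was separate.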

Among the three combinations of Pol-II promoters and terminators, the CmYLCV promoter with the 35S terminator led to the highest editing efficiency, while the UBQ10 promoter with the rbCS-E9 terminator led to the lowest editing efficiency in protoplasts (Fig. 3*B*). Out of the three different gRNA configurations, the single CasΦ-2 repeat followed by the *AtPDS3* gRNA10 exhibited the highest editing efficiency, while the CasΦ-2 repeat followed by the *AtPDS3* gRNA10 with another CasΦ-2 repeat at the end exhibited the lowest editing efficiency (Fig. 3*B*). 

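In the C form, editing efficiency was 0.464% with the CmYLCV promoter (95% interval 0.456% to 0.473%), 0.255% with the 2×35S promoter (0.249% to 0.261%) and 0.118% with the UBQ10 promoter (0.114% to 0.122%). In the B form it was 0.195% (0.19% to 0.2%), 0.0907% (0.0870% to 0.0945%) and 0, the last with a floor of 0.000105%. The A form was highest and the B form lowest with each of the 3 promoters.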

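The U6 cassette with AtPDS3 gRNA10 gave an editing efficiency of 0.278% (95% interval 0.272% to 0.284%) in the same experiment. Of the 9 Pol-II plasmids, 3 had a higher interval, the CmYLCV promoter in the A and C forms and the 2×35S promoter in the A form.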

When combining the CmYLCV promoter/35S terminator with the single CasΦ-2 repeat followed by the *AtPDS3* gRNA10, the target gene editing efficiency was much higher than that of the AtU6-26 *AtPDS3* gRNA10 cassette in protoplasts (Fig. 3*B*). Consistent with the higher levels of editing observed, a higher level of *AtPDS3* gRNA10 was detected in protoplasts transfected with plasmid carrying the cassette with the CmYLCV promoter *AtPDS3* gRNA10 construct (*SI Appendix*, Fig. S5). This data suggests that boosting the levels of gRNAs using a strong promoter can increase the efficiency of gene editing by CasΦ-2.

**Fig. 3.**
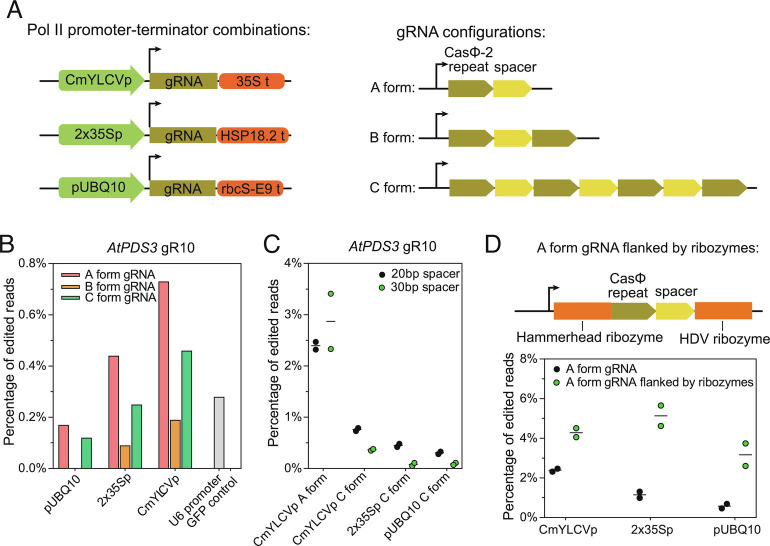
Pol-II promoter–terminator combinations and ribozymes for transcription and processing of CasΦ-2 guide RNA. (*A*) Schematics of the tested Pol-II promoter–terminator combinations (*Left*) and the configurations of CasΦ-2 guide RNA arrays (*Right*). CmYLCVp, cestrum yellow leaf curling virus promoter. 35S t, 35S terminator. 2×35Sp, two times 35S promoter. HSP18.2 t, *Arabidopsis HSP18.2* gene terminator. For gRNA configurations: A form, a single CasΦ-2 repeat followed by *AtPDS3* gRNA10 spacer; B form, a CasΦ-2 repeat followed by *AtPDS3* gRNA10 spacer followed by a second CasΦ-2 repeat; C form, a triple array of CasΦ-2 repeats/*AtPDS3* gRNA10 spacers followed by a fourth CasΦ-2 repeat. (*B*) Summary of the target (*AtPDS3*) editing efficiencies in protoplasts, comparing promoter–terminator combinations and gRNA configurations, with the U6 promoter driving *AtPDS3* gRNA10 as a control. (*C*) CasΦ-2 editing efficiencies of *AtPDS3* gRNA10 with 20 bp spacer and 30 bp spacer were compared. (*D*) CasΦ-2 editing efficiencies of *AtPDS3* gRNA10 with or without the ribozyme processing machineries were compared. For (*C*) and (*D*), individual replicate values and mean of the two replicates of each test were plotted.

The fact that the single *AtPDS3* gRNA10 without another CasΦ-2 repeat at the end exhibited the highest editing efficiency among the three gRNA configurations suggests that the CasΦ-2 processing of the transcript was not able to provide enough mature gRNAs. The 20 bp spacer could be too short for CasΦ-2 to bind simultaneously to both of the repeats flanking the spacer for pre-crRNA processing. 

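Fig. 3C compares spacers of 20 and 30 bp for AtPDS3 gRNA10, in the C form with the CmYLCV, 2×35S and UBQ10 promoters and in the A form with the CmYLCV promoter, each plasmid in 2 protoplast transfections. The authors deposited the read count of every pattern. The libraries held 1350425 to 2045398 reads (median 1754395), those of the CmYLCV A form with 20 bp, which Fig. 3D shares, 1730861 and 2025787, and the control 1887479. The control had 0 edited reads (floor 0.000159%). The C form was compared within promoters by an exact permutation test of ranks over 216 arrangements, the A form by an exact permutation test of the difference of means, and both were adjusted together.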

To examine this further, *AtPDS3* gRNA10 with a 30 bp spacer was used to test if a longer spacer might assist the self-processing of pre-crRNA by CasΦ-2. However, we observed no difference between the editing efficiencies of the 30 bp and the 20 bp *AtPDS3* gRNA10 spacers when constructed in the A form (Fig. 3*C*). 

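In the A form with the CmYLCV promoter, editing efficiency was 2.39% ± 0.105 (SD, n = 2) with the 20 bp spacer and 2.87% ± 0.758 (SD, n = 2) with the 30 bp spacer. The difference of 0.478 percentage points is smaller than the SD of the 30 bp transfections (exact permutation test, two-sided, p = 0.667, adjusted p = 0.667). With 2 transfections against 2 this test cannot go below 0.333. Pairing by replicate number gave p = 0.5 in the exact permutation test, the smallest it allows, and its correlation of 1 is fixed in size by the design. Leaving out 1 replicate number at a time moved the difference between 0.0167 and 0.940.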

We also observe a slight decrease of target gene editing when the 30 bp spacer was constructed in the C form compared to the 20 bp spacer (Fig. 3*C*). These results suggest that a longer 30 bp spacer did not promote more efficient processing of pre-crRNA by CasΦ-2.

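In the C form, the 20 and 30 bp spacers gave 0.762% ± 0.0431 and 0.368% ± 0.0228 (SD, n = 2 each) with the CmYLCV promoter, 0.452% ± 0.0462 and 0.0780% ± 0.0437 with the 2×35S promoter, and 0.309% ± 0.0348 and 0.0924% ± 0.0266 with the UBQ10 promoter. The mean difference was -0.328 percentage points, and both 30 bp values were below both 20 bp values for each promoter (exact permutation test, two-sided, p = 0.00926, the smallest p of the design, adjusted p = 0.0185). Pairing by replicate number gave p = 0.0312 in the exact permutation test, also the smallest, with a correlation of 0.276. A minimum share of 0.01% of reads per pattern moved the difference most, to -0.285. From both forms, the paper proposes that the longer spacer did not promote more efficient processing of the pre-crRNA.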

We tested whether adding a secondary gRNA processing mechanism might facilitate the release of mature gRNA. A ribozyme gRNA processing system, previously proven to be able to facilitate Cas9 and Cas12a guide RNA processing (14, 36), was cloned to flank the CasΦ-2 repeat and the *AtPDS3* gRNA10 spacer sequence. The hammerhead (HH) type ribozyme was added to the 5′ end of the CasΦ-2 *AtPDS3* gRNA10, and a hepatitis delta virus (HDV) ribozyme was added to the 3′ end (Fig. 3*D*). 

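For Fig. 3D, plasmids with and without the ribozymes were each transfected 2 times with the CmYLCV, 2×35S and UBQ10 promoters, all in the A form with AtPDS3 gRNA10. The authors deposited the pattern counts of 10 libraries of this panel, with 1457031 to 1969884 reads (median 1826938), and the CmYLCV plasmid without ribozymes and the control are shared with Fig. 3C. The constructs were compared within promoters, by an exact permutation test over 216 arrangements. The hammerhead ribozyme and that of hepatitis delta virus are RNAs that cleave themselves, so that they trim the transcript at both ends of the guide RNA.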

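Editing efficiency with the 2×35S promoter was 1.15% ± 0.223 (SD, n = 2) without ribozymes and 5.14% ± 0.724 (SD, n = 2) with them. With the CmYLCV promoter it reached 4.28% ± 0.319 with ribozymes. With the UBQ10 promoter it was 0.576% ± 0.159 without and 3.17% ± 0.804 with them. The mean difference over the 3 promoters was 2.83 percentage points, higher with ribozymes for 3 of 3, and no value with ribozymes overlapped one without (exact permutation test, two-sided, p = 0.00926, the smallest p of the design). With replicates paired by number, whose correlation was 0.387, the exact permutation test gave its smallest p, 0.0312. A minimum share of 0.01% of reads per pattern moved the difference most, to 2.76. The ribozymes had been added, the paper states, to test whether a secondary processing mechanism might facilitate the release of mature gRNA.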

Constructs with ribozymes led to significantly higher editing efficiency, with all three promoter–terminator combinations tested (Fig. 3*D*). These results suggest that ribozymes were able to promote the processing of gRNA from the Pol-II transcripts, leading to a higher editing efficiency.

### The Engineered CasΦ-2 Variants vCasΦ and nCasΦ Have Higher Target Gene Editing Efficiency in Protoplasts.

It has been previously reported that the engineered CasΦ-2 variants vCasΦ and nCasΦ cleaved substrate DNA faster than the WTCasΦ in vitro (22). To test if these engineered CasΦ-2 variants are able to edit a target gene with higher efficiency in *Arabidopsis*, mesophyll protoplasts were transfected with plasmids expressing WTCasΦ, vCasΦ, or nCasΦ, as well as the desired guide RNAs. 

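The plasmid comparison of the enzymes in Fig. 4A consists of 36 libraries, 2 transfections for each of WTCasΦ, vCasΦ and nCasΦ with each of 6 guides, and 1 control per guide. The authors deposited read counts per mutation pattern, and every library was used. Each edited library held 1806626 to 4712540 reads (median 2405022) and each control 2205082 to 3775356 (median 2443604). The same libraries underlie the deletion sizes in Fig. S6C. For AtPDS3 gRNA8 the site lies on chromosome 4 from 8192775 to 8192794. The choices that could change the pooled values are the read minimum and the way the guides are averaged, since a low WTCasΦ mean in the denominator gives a guide a large ratio.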

Version 2 constructs with U6 promoter-driven *AtPDS3* gRNA8 (19) and gRNA10 were transfected into WT protoplasts, while version 2 constructs with U6 promoter-driven *FWA* gRNA1, gRNA4, gRNA5, and gRNA6 were transfected into *fwa-4* protoplasts. Higher editing efficiencies were observed with vCasΦ and nCasΦ variants for all guide RNAs tested (Fig. 4*A*). 

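With AtPDS3 gRNA10, editing efficiency was 0.982% ± 0.284 (SD, n = 2) with WTCasΦ, 12.3% ± 0.680 with vCasΦ and 4.56% ± 0.410 with nCasΦ, and with AtPDS3 gRNA8 0.348% ± 0.0345, 4.42% ± 0.977 and 0.971% ± 0.0299, in the same order. FWA gRNA1 gave 0.618% ± 0.338, 6.12% ± 0.973 and 5.86% ± 1.38, and gRNA4 0.500% ± 0.122, 9.03% ± 3.24 and 4.78% ± 1.18. FWA gRNA5 gave 0.231% ± 0.0358, 9.07% ± 0.709 and 6.09% ± 0.921, and gRNA6 0.177% ± 0.0423, 1.53% ± 1.21 and 1.64% ± 0.735. For each of the 6 guides both values of either variant were above both WTCasΦ values. The controls had 0 edited reads (floors 9.43e-05% to 0.000136%) except that of gRNA10, which had 635 reads of pattern -3:7D, a share of 0.0168%. The variants' own ranking differed among the guides, where the vCasΦ mean was higher for 5 guides and the nCasΦ mean for gRNA6, by less than the SDs.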

To statistically evaluate the differences between the editing efficiencies, for the six gRNAs tested, normalized editing efficiencies were calculated (ratio over WTCasΦ efficiency) and pooled for statistical tests. 

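The normalization was repeated as described, each efficiency divided by the WTCasΦ mean of the same guide and the 12 ratios of an enzyme averaged. The paper names an unpaired t test over these ratios. Here the ranks were permuted within guides, an exact permutation test over all 46656 arrangements, with the 2 delivery methods and 2 variants as a family of 4. In a simulation of 6 guides with 2 replicates and no difference, 4.45% of 2000 runs gave a p under 0.05, and 100% with a 5-fold difference. The simulated replicates were independent of one another, so the simulation does not cover replicates that deviate together, nor the RNP design.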

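The ratio over WTCasΦ was 16.9 ± 3.28 (SE, n = 12) for vCasΦ, with guide means from 8.64 to 39.3 and a median of 12.6. For nCasΦ it was 10.4 ± 2.37 (SE, n = 12), with guide means from 2.79 to 26.4 and a median of 9.37. Both comparisons gave the smallest p of the design (exact permutation test, two-sided, p = 4.29e-05, adjusted p = 5.72e-05, higher in 6 of 6 guides each). With replicates paired by number the exact permutation test gave p = 0.000488, again the smallest, and the pairing correlations were 0.571 for vCasΦ and 0.699 for nCasΦ. The geometric mean of the guides' ratios moved both values most, to 14.6 and 8.12. The paper's starting point for the comparison was that both variants had cleaved substrate DNA faster than WTCasΦ in vitro.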

Both the vCasΦ and nCasΦ variants yielded significantly higher editing efficiencies than the WTCasΦ, with ~17-fold of increase in editing efficiency for vCasΦ and ~ten-fold of increase in editing efficiency for nCasΦ (Fig. 4*B*). Similar tests were performed with RNPs reconstituted with WTCasΦ, vCasΦ, or nCasΦ and the same guide RNAs (*SI Appendix*, Fig. S6*A*). 

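The RNP comparison in Fig. S6A consists of 72 libraries, 4 transfections for each of the 3 enzymes with each of the 6 guides, and 18 controls with a scrambled guide, 1 per enzyme and amplicon. The authors deposited the pattern counts of all of them, from 2012014 to 5163448 reads per edited library (median 2887504.5) and 2231127 to 5536725 per control (median 3139639). No control had an edited read (floors 5.42e-05% to 0.000134%). Ranks were permuted within guides with 100000 resamples. Within the 18 sets of guide and enzyme, replicates 1 and 2 resembled each other, as did 3 and 4, with a mean absolute log2 difference of 0.39 within these pairs against 0.83 and 0.84 for the other pairings. The ratios are therefore also given within each pair of replicates, a step added after the data had been seen.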

A significant increase in the editing efficiency was detected with both the vCasΦ and nCasΦ variants when pooled analysis was performed (*SI Appendix*, Fig. S6*B*), although the overall fold increase in editing efficiency was lower compared to the plasmid transfection experiments (Fig. 4*B* and *SI Appendix*, Fig. S6*B*).

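The ratio over WTCasΦ was 2.43 ± 0.312 (SE, n = 24) for vCasΦ, higher in 5 of 6 guides, with guide means from 0.994 for AtPDS3 gRNA10 to 4.54 for FWA gRNA4 (permutation test, two-sided, p = 1e-04, adjusted p = 1e-04). For nCasΦ it was 4.54 ± 0.388 (SE, n = 24), higher in 6 of 6 guides, with guide means from 3.28 to 6.05 (permutation test, two-sided, p = 1e-05, the smallest of 100000 resamples, adjusted p = 4e-05). With replicates paired by number, whose correlations were 0.257 and 0.626, the exact permutation tests gave p = 8.59e-05 and 3.58e-07. In replicates 1 and 2 alone the ratio was 1.59 for vCasΦ, higher in 5 of 6 guides (exact permutation test, p = 0.0807), and 4.22 for nCasΦ (exact permutation test, p = 0.0003). In replicates 3 and 4 alone it was 3.51 and 5.10 (exact permutation test, p = 4.29e-05 for both, the smallest), so the vCasΦ ratio was lower in the first pair. Leaving out single replicates moved vCasΦ as far as 2.87, without replicate 2, and the share minimum of 0.01% moved nCasΦ most, to 5.20. By guide, nCasΦ reached 14.2% ± 7.30 (SD, n = 4) with FWA gRNA5, where vCasΦ reached 10.4% ± 5.76 and WTCasΦ 4.32% ± 1.48, while with AtPDS3 gRNA10 the 3 enzymes gave 3.73% ± 0.992, 1.09% ± 0.153 and 1.10% ± 0.485. The log2 ratio of vCasΦ over WTCasΦ was higher with plasmids than with RNPs in 6 of 6 guides, by 2.75 on average (exact sign-flip permutation test over guides, two-sided, p = 0.0312, the smallest, adjusted p = 0.0469 over 3 such comparisons). That of nCasΦ was higher in 5 of 6 guides, by 0.88 (same exact permutation test, p = 0.156, adjusted p = 0.156). From the pooled ratios, the paper concludes that editing increased with both variants and that the overall fold increase was lower than with plasmids.

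**Figure D4:**
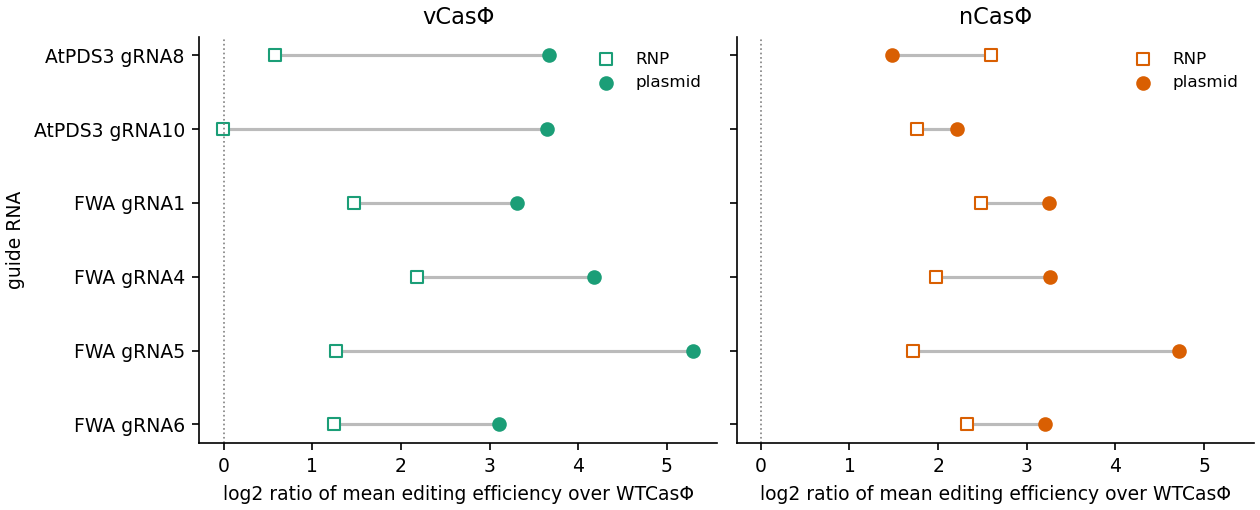
Mean editing efficiency of vCasΦ (left) and nCasΦ (right) over that of WTCasΦ as a log2 ratio (x axis) for each of the 6 guides (y axis), with a filled circle for plasmids and an open square for RNPs, joined by a line. The plasmid symbol lies to the right of the RNP symbol in 6 of 6 guides for vCasΦ and in 5 of 6 for nCasΦ.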

**Fig. 4.**
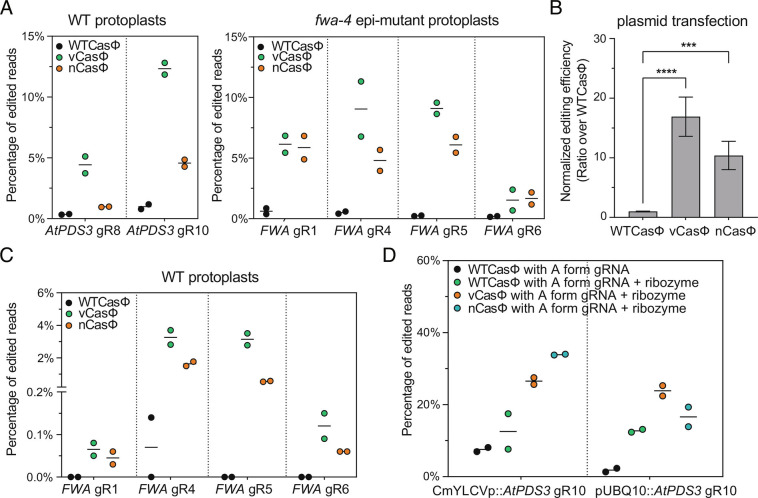
Comparison of editing efficiency by the vCasΦ and nCasΦ variants and WTCasΦ in protoplasts. (*A*) Plasmids with WTCasΦ, vCasΦ, and nCasΦ expression cassettes and with indicated guide RNAs were transfected into protoplasts prepared from Col-0 plants (WT) (*Left*) and from *fwa-4* epi-mutant plants (*Right*). (*B*) Target gene editing efficiencies in (*A*) were normalized by calculating the ratio of editing efficiencies over that of mean editing efficiency by WTCasΦ for each guide RNA. Mean and SE of the normalized editing efficiencies for all gRNAs were plotted. Unpaired *t* test was used to calculate *P* value of indicated comparisons. ***0.0001 < *P* < 0.001, ****P < 0.0001. (*C*) Plasmids with WTCasΦ, vCasΦ, and nCasΦ expression cassettes and guide RNAs targeting the *FWA* promoter region were transfected into WT protoplasts. (*D*) Plasmids with WTCasΦ, vCasΦ, and nCasΦ expression cassettes and *AtPDS3* gRNA10 with or without ribozymes driven by CmYLCVp and pUBQ10 were transfected into protoplasts. For (A), (C) and (D), individual replicate values and mean of the two replicates of each test were plotted.

We also tested if the vCasΦ and nCasΦ variants were able to enhance the editing efficiency at more compact chromatin utilizing the *FWA* promoter region as the target. 

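The Col-0 experiment of Fig. 4C has 24 libraries, 2 transfections for each of 3 enzymes and the FWA guides gRNA1, gRNA4, gRNA5 and gRNA6, and 4 controls. The authors deposited their pattern counts, from 1265330 to 3052427 reads per edited library (median 2230355) and 2183208 to 2920578 per control (median 2342916.5). All 4 controls had 0 edited reads (floors 0.000103% to 0.000137%). The variants were each compared with WTCasΦ within guides, by an exact permutation test over 1296 arrangements. No ratio over WTCasΦ was formed, because most WTCasΦ values are 0.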

To test this, protoplasts from WT plants were used for plasmid transfections with *FWA* gRNA1, gRNA4, gRNA5, and gRNA6. Although zero to very low editing was observed for WTCasΦ, both vCasΦ and nCasΦ variants yielded readily detectable and higher editing frequencies for all four *FWA* guide RNAs tested (Fig. 4*C*). Thus, in compact chromatin environments, the vCasΦ and nCasΦ variants appear to dramatically enhance the editing efficiency compared to WTCasΦ.

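With WTCasΦ, 7 of 8 libraries had 0 edited reads (floors 0.000101% to 0.000152%), and the other, replicate 2 of gRNA4, had 0.142%. With vCasΦ, editing efficiency was 0.0672% ± 0.0195 (SD, n = 2) for gRNA1, 3.26% ± 0.624 for gRNA4, 3.14% ± 0.512 for gRNA5 and 0.12% ± 0.0421 for gRNA6. With nCasΦ it was 0.0428% ± 0.0179, 1.63% ± 0.191, 0.553% ± 0.0383 and 0.0634% ± 0.000599. The mean difference from WTCasΦ was 1.63 percentage points for vCasΦ and 0.555 for nCasΦ, and both values of a variant were above both WTCasΦ values in 4 of 4 guides (exact permutation test, two-sided, p = 0.00154 for each, the smallest p, adjusted p = 0.00154). Paired by replicate number, the exact permutation test gave p = 0.00781, the smallest. The pairing correlation of 1 rests on gRNA4, the only guide whose WTCasΦ values vary, and is fixed in size. A minimum share of 0.01% of reads moved the differences most, to 1.61 and 0.526. To the paper, the variants appear to enhance editing in compact chromatin compared to WTCasΦ.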

To confirm that the vCasΦ and nCasΦ variants, like WTCasΦ, are compatible with guide RNAs driven by Pol-II promoters, the CmYLCV promoter and the UBQ10 promoter were used to drive transcription of *AtPDS3* gRNA10 flanked by ribozymes. 

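Fig. 4D rests on 16 protoplast libraries at the AtPDS3 gRNA10 site, 2 transfections for each of 8 plasmids, in which the CmYLCV or UBQ10 promoter drives the guide RNA. With each promoter, WTCasΦ was tested with and without ribozymes and both variants with ribozymes. The authors deposited the pattern counts, from 2247360 to 3412195 reads per library (median 3050389.5). No control library was assigned to this panel, so no control was subtracted. The variants were compared with WTCasΦ with ribozymes within promoters, by an exact permutation test over 36 arrangements, whose smallest p is 0.0556, so the design cannot reach 0.05.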

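With ribozymes and the CmYLCV promoter, editing efficiency was 12.6% ± 6.94 (SD, n = 2) with WTCasΦ, 26.5% ± 1.36 with vCasΦ and 33.9% ± 0.192 with nCasΦ. With ribozymes and the UBQ10 promoter it was 12.7% ± 0.557, 23.9% ± 2.03 and 16.6% ± 3.84. WTCasΦ without ribozymes gave 7.53% ± 0.791 with the CmYLCV and 1.82% ± 0.710 with the UBQ10 promoter. The mean difference from WTCasΦ with ribozymes was 12.6 percentage points for vCasΦ and 12.6 for nCasΦ, with no overlap between the values of a variant and WTCasΦ for either promoter (exact permutation test, two-sided, p = 0.0556 for each, the smallest p, adjusted p = 0.0556 over 2 comparisons). For nCasΦ with the UBQ10 promoter the difference of means, unlike the others, is close to the SD of the nCasΦ values. With vCasΦ and WTCasΦ paired by replicate number, at a correlation of 0.583, the exact permutation test gave p = 0.125, the smallest. Leaving out 1 replicate number at a time gave 10.1 to 15.1 for vCasΦ and 11.8 to 13.4 for nCasΦ, the largest change of any alternative.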

For both the CmYLCV promoter and the UBQ10 promoter, the editing efficiencies of the vCasΦ and nCasΦ variants were higher than that of the WTCasΦ (Fig. 4*D*).

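The deletions in the plasmid libraries of Fig. 4A were laid over the guide's frame, as the percentage of edited reads in which a base is deleted. With AtPDS3 gRNA10 the bases deleted in at least 50% of edited reads ran from position -5 to position 4 with each of the 3 enzymes, and with FWA gRNA1 from -5 to 5. With AtPDS3 gRNA8 they ran to position 6, from -5 with WTCasΦ and vCasΦ and from -4 with nCasΦ. With FWA gRNA4 they ran from -7 to 2 with WTCasΦ and from -6 to 3 with both variants, with FWA gRNA5 from -4 to 5 with each enzyme, and with FWA gRNA6 from -4 to 5 with WTCasΦ and to 6 with the variants. The most frequent patterns over the 3 enzymes were -5:9D for gRNA10 (27.1% of edited reads), -3:9D for gRNA8 (23.4%), -5:10D for FWA gRNA1 (10.1%), -6:7D for gRNA4 (15.6%), -1:5D for gRNA5 (14.9%) and -4:9D for gRNA6 (11.8%). Over the 6 guides, the cosine similarity of the pattern shares of WTCasΦ and vCasΦ lay between 0.488 and 0.959, that of WTCasΦ and nCasΦ between 0.625 and 0.920, and that of the variants between 0.696 and 0.974. Replicates of the same enzyme had 0.411 to 0.910 with WTCasΦ, 0.544 to 0.988 with vCasΦ and 0.786 to 0.961 with nCasΦ. These values do not settle whether the enzymes differ more than replicates do.

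**Figure D5:**
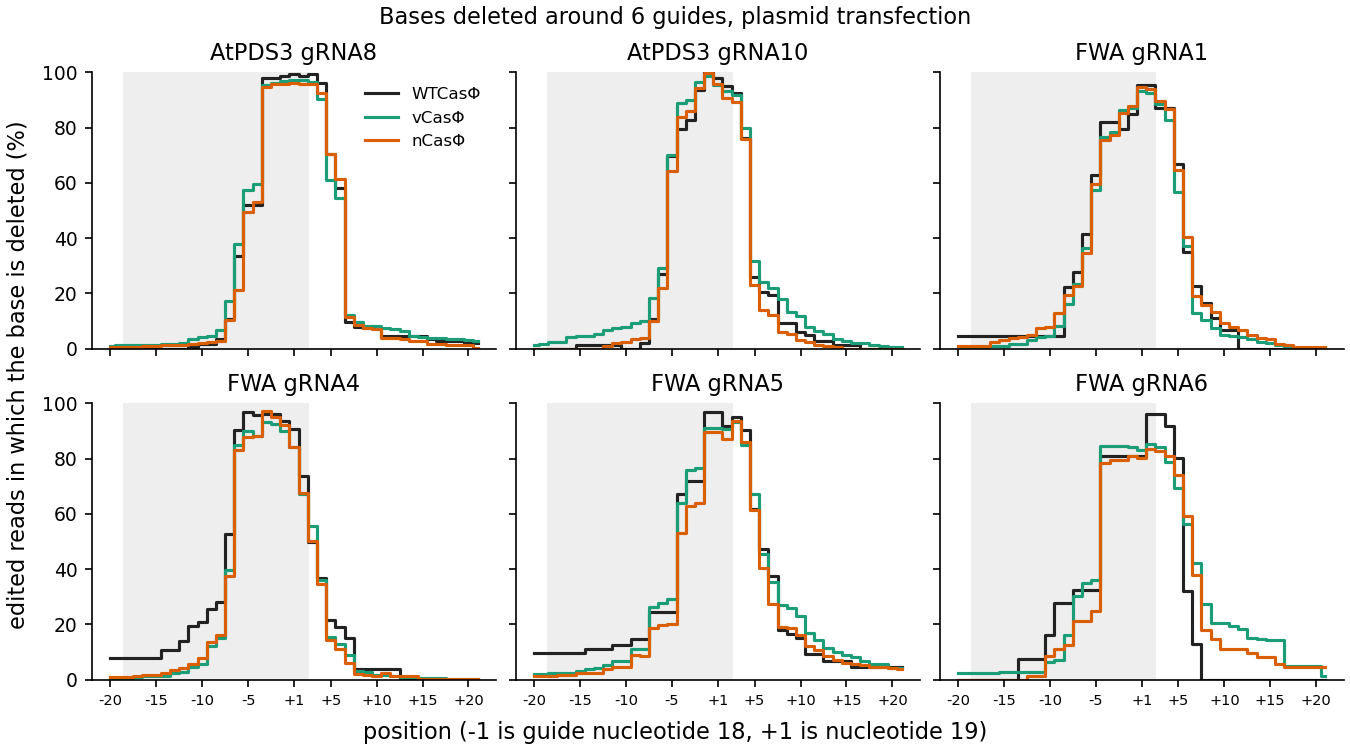
Percentage of edited reads in which a base is deleted (y axis) against the position in the guide's frame in nt (x axis), 1 panel per guide and 1 line per enzyme, with the guide's site shaded. The lines of the 3 enzymes rise and fall at nearly the same positions in each guide.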

Despite the differences in editing efficiency, the editing profiles of WTCasΦ, vCasΦ, and nCasΦ were similar. Consistent with previous data for WTCasΦ (19), the vCasΦ and nCasΦ variants also generate deletions primarily around 8 to 10 bp in size (*SI Appendix*, Fig. S6*C*).

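Over the 6 guides, deletions of 8 to 10 bp made up 45.1% ± 12.5 (SD over guides) of the edited reads with WTCasΦ, 37.3% ± 12.7 with vCasΦ and 37.9% ± 13.4 with nCasΦ. The most frequent size lay between 8 and 10 bp for 5 guides with WTCasΦ, for 3 with vCasΦ and for 3 with nCasΦ. It was 9 bp for AtPDS3 gRNA8 and gRNA10 with each enzyme, and 5 or 6 bp for FWA gRNA5. Deletions of 6 to 11 bp made up 61.3%, 61.6% and 62.3% of edited reads, and insertions 0%, 0.356% and 0.369%. The share of 8 to 10 bp differed from WTCasΦ by -7.83 percentage points for vCasΦ, which was higher in 2 of 6 guides, and by -7.15 for nCasΦ, higher in 1 of 6 (exact permutation test within guides, two-sided, p = 0.156 and adjusted p = 0.156 for each). Paired by replicate number the exact permutation test gave p = 0.210 and 0.125, with correlations of -0.640 and -0.124, and crossed pairs, added after the data had been seen, gave p = 0.178 for each. Counting all indel reads of 1 to 30 bp, as the legend of Fig. S6C does, moved the differences most, to -1.89 and -2.12. The paper sets these sizes beside earlier data for WTCasΦ and states that the variants also generate deletions mainly of this size.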

### vCasΦ and nCasΦ Show Higher Editing Efficiency in Transgenic Plants.

Like in protoplasts, we observed significantly higher editing efficiencies in T1 transgenic plants expressing the vCasΦ and nCasΦ variants compared to WTCasΦ for *AtPDS3* gRNA10 driven by the U6 promoter (Fig. 5*A*). 

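Fig. 5A compares T1 plants in the rdr6-15 background, all with the U6 promoter and AtPDS3 gRNA10, with 23 plants with WTCasΦ, which are the version 2 plants of Fig. S3A, 49 with vCasΦ and 41 with nCasΦ, 1 leaf library per plant, and 3 untransformed controls. The authors deposited the pattern counts. The vCasΦ libraries held 939388 to 2540720 reads (median 1886129), the nCasΦ libraries 967758 to 3277005 (median 2164030) and the controls 2290389 to 3017722 (median 2693379). The rank sum was tested by permutation with 100000 resamples, as for the other T1 populations. The WTCasΦ libraries include 9 with fewer than 1000000 reads, so the comparison was repeated for larger libraries. Below that depth only 1 vCasΦ and 2 nCasΦ plants remain, too few to compare.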

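The median editing efficiency was 15.2% with vCasΦ (quartiles 4.72% and 35.6%, n = 49) and 14.5% with nCasΦ (2.88% and 19.6%, n = 41). These medians lay 14.4 percentage points above that of WTCasΦ for vCasΦ (permutation test, two-sided, p = 2e-05, adjusted p = 4e-05) and 13.7 above it for nCasΦ (permutation test, two-sided, p = 0.00322, adjusted p = 0.00322, 2 comparisons). A plant of the variant was above a WTCasΦ plant with probability 0.825 for vCasΦ and 0.721 for nCasΦ. The highest plant reached 55.6% with vCasΦ and 48.8% with nCasΦ, and 6 and 2 plants had at least 40%. The 3 controls had between 0.0623% and 0.0988% edited reads. Means in place of medians moved the differences most, to 16.7 and 10.6 percentage points. In libraries of at least 1000000 reads the differences were 13.4 (14 against 48 plants, permutation test, p = 0.00239) and 10.7 (14 against 39 plants, permutation test, p = 0.0246). The paper sets this difference beside the higher efficiencies of the variants in protoplasts.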

Interestingly, some T1 plants with white sectors were observed from the vCasΦ and nCasΦ expressing T1 populations (Fig. 5*B*), indicating strong editing activity in somatic cells. These white sectors were not observed in transgenic T1 plants expressing WT CasΦ (Fig. 5*B*). 

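Fig. 5C covers 179 T1 plants in the rdr6-15 background with AtPDS3 gRNA10 flanked by ribozymes, 1 library per plant, each with at least 1000000 reads, and shares the controls of Fig. 5A. The authors deposited their pattern counts. Median reads were 1889369.5 for the 46 vCasΦ plants with the CmYLCV promoter, 1866117.5 for the 36 with the UBQ10 promoter, 1834761 for the 54 nCasΦ plants with the CmYLCV promoter and 2086967 for the 43 with the UBQ10 promoter, over a range of 1000799 to 3269001. With vCasΦ the median efficiency was 4.33% with the CmYLCV promoter (quartiles 0.987% and 9.05%, highest 71.8%) and 17.9% with the UBQ10 promoter (9.09% and 33.5%, highest 53.7%). With nCasΦ it was 9.01% (1.55% and 41.6%, highest 82.3%) and 35.9% (17.9% and 47.7%, highest 70.6%). At least 40% of reads were edited in 6, 4, 15 and 18 plants, in the order of the populations as listed first. The median with the CmYLCV promoter differed from that with the UBQ10 promoter by -13.6 percentage points for vCasΦ (permutation test, two-sided, p = 0.00143, adjusted p = 0.00143) and by -26.9 for nCasΦ (permutation test, two-sided, p = 0.00124, adjusted p = 0.00143). Means in place of medians moved these differences most, to -8.12 (permutation test, p = 0.0411) and -14.1 (permutation test, p = 0.0023).

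**Figure D6:**
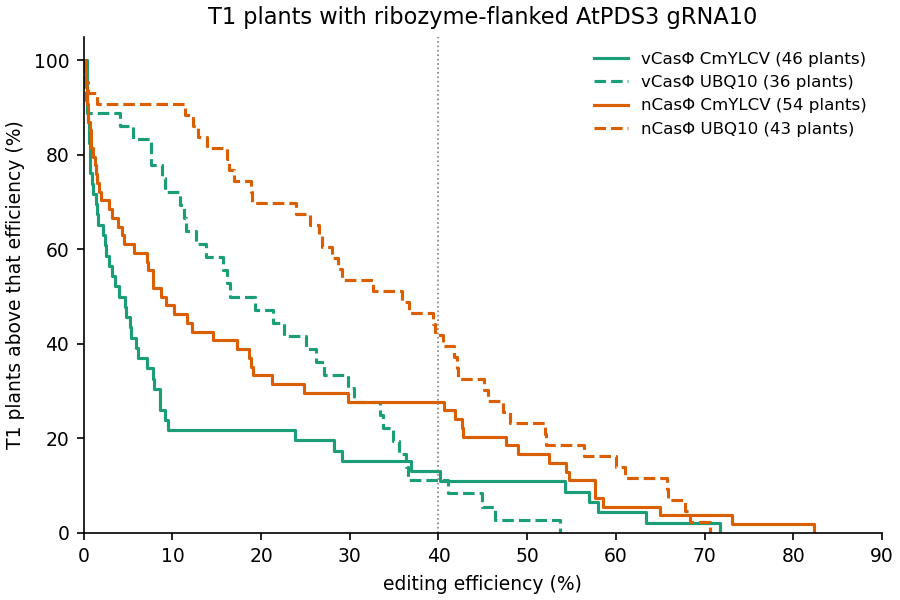
Percentage of T1 plants (y axis) whose editing efficiency lies above the percentage on the x axis, with 1 stepped line per population and a dotted line at 40%. The lines of the CmYLCV populations (solid) fall steeply at low efficiencies, and those of the UBQ10 populations (dashed) fall more slowly.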

High target gene editing efficiencies were also observed in the T1 plants with vCasΦ and nCasΦ combined with the CmYLCV promoter or UBQ10 promoter-driven *AtPDS3* gRNA10 flanked by ribozymes (Fig. 5*C*). Consistent with the higher editing efficiency in the T1 generation, vCasΦ and nCasΦ with *AtPDS3* gRNA10 also generated more albino seedlings in T2 populations compared to the WTCasΦ (Fig. 5*D* and *SI Appendix*, Fig. S7*A* and Table S2). Specifically, only one out of 31 T2 populations of WTCasΦ had albino seedlings at a percentage of 0.32% of total seedlings, while six out of 30 vCasΦ T2 populations and 14 out of 29 nCasΦ T2 populations showed albino seedlings, with highest percentage of albino seedlings at 6.12% and 6.07%, respectively (*SI Appendix*, Table S2). Transgene-free albino seedlings were identified from these T2 populations, showing heritability of the mutations generated by the CasΦ variants (*SI Appendix*, Fig. S7*B*).

**Fig. 5.**
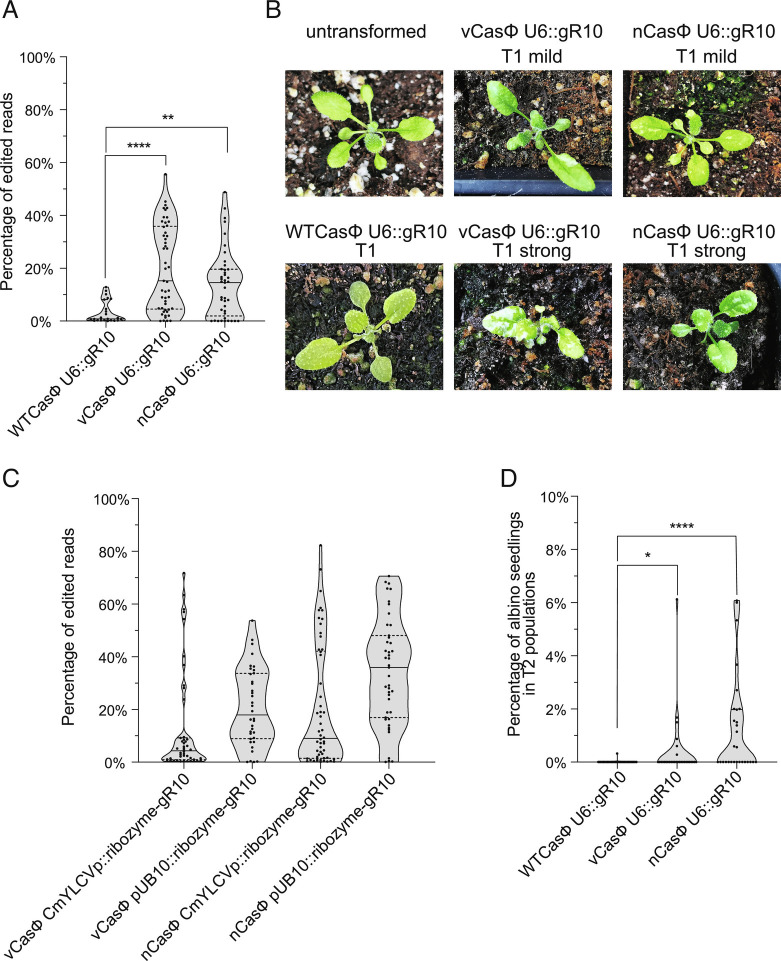
Comparison of editing efficiency of the WTCasΦ with vCasΦ and nCasΦ variants in transgenic plants. (*A*) Leaf tissue of T1 transgenic plants of indicated constructs in the *rdr6-15* background was harvested for DNA extraction and amplicon sequencing analysis. gR10, *AtPDS3* gRNA10. The numbers of independent T1 plants (n) scored for each population are: n = 23 for WTCasΦ U6::gR10, n = 49 for vCasΦ U6::gR10, and n = 41 for nCasΦ U6::gR10. Mann–Whitney test was used to calculate the *P* value for each comparison indicated. **0.001 < *P* < 0.01, ****P < 0.0001. (*B*) A *rdr6-15* plant (untransformed) is shown on the top left, with leaves appearing as uniformly green. Representative T1 transgenic plants in the *rdr6-15* background are shown for WTCasΦ U6::*AtPDS3* gR10 (*Bottom Left*), as well as vCasΦ U6::*AtPDS3* gR10 and nCasΦ U6::*AtPDS3* gR10 (top and bottom pictures of representative plants with mild and strong albino patches). (*C*) Leaf tissue of T1 transgenic plants expressing CasΦ variants with Pol-II promoters and *AtPDS3* gRNA10 flanked by ribozymes in the *rdr6-15* background was harvested for DNA extraction and amplicon sequencing analysis. gR10, *AtPDS3* gRNA10. The numbers of independent T1 plants (n) scored for each population are: n = 46 for vCasΦ CmYLCVp::ribozyme-gR10, n = 36 for vCasΦ pUB10::ribozyme-gR10, n = 54 for nCasΦ CmYLCVp::ribozyme-gR10, and n = 43 for nCasΦ pUB10::ribozyme-gR10. (*D*) Total seedling and albino seedling numbers were counted from random T2 populations of WTCASΦ U6::gR10, vCASΦ U6::gR10 and nCASΦ U6::gR10 in the *rdr6-15* mutant background. The percentage of albino seedlings from each T2 population are shown. gR10, *AtPDS3* gRNA10. The numbers of independent T2 populations (n) scored are: n = 31 for WTCasΦ U6::gR10, n = 30 for vCasΦ U6::gR10, and n = 29 for nCasΦ U6::gR10. Mann–Whitney test was used to calculate the *P* value of each comparison indicated. *0.01 < *P* < 0.05, ****P < 0.0001. In (*A*), (*C*), and (*D*), truncated violin plots and all data points are shown, with median and quartiles indicated by solid and dashed line, respectively.

### Off-Target Editing by the Engineered CasΦ-2 Variants vCasΦ and nCasΦ Is Rare.

To evaluate in vivo off-target editing frequencies by CasΦ-2 in *Arabidopsis*, we performed whole genome sequencing on transgene-free T2 albino seedlings from T1 transgenic plants expressing vCasΦ or nCasΦ U6::*AtPDS3* gRNA10 in the *rdr6-15* mutant background. In T1 transgenic plants with ubiquitous CasΦ expression, unless off-target editing happens at a significant level in sequence contexts similar to the on-target loci, it is difficult to distinguish off-target editing effects from sequence variants generated from spontaneous mutation, PCR amplification errors, or sequencing errors. In these transgene-free T2 albino seedlings, inherited off-target edits will exist as heterozygous or homozygous mutations, thus making their detection robust by deep sequencing analysis at the whole genome level. Genomic DNA of albino transgene-free T2 seedlings from three independent T2 populations of vCasΦ and nCasΦ U6::*AtPDS3* gRNA10 in *rdr6-15*, together with four *rdr6-15* control seedlings, was sequenced to between 116-fold and 613-fold genome coverage, with >99% of genome covered by mapped reads (Fig. 6*A* and *SI Appendix*, Table S3). Variations relative to the reference Col-0 TAIR10 genome sequence were detected by The Genome Analysis Toolkit (GATK) and Strelka2 (37, 38), and similar to previous observations (39–44), a large number of single nucleotide polymorphisms (SNPs) and additions or deletions of nucleotides (indels) were detected (*SI Appendix*, Table S3). However, the number of variants detected in the *rdr6-15* background plants relative to the Col reference genome was similar to that in the CasΦ-2 edited plants, suggesting that most of the variants detected are variations which already existed in the *rdr6-15* mutant background. We therefore filtered out all variants in the CasΦ-2 edited plants that were also present in the *rdr6-15* background. In addition, to select for heterozygous or homozygous mutations, variants with ratios of reference allele reads over variant allele reads larger than 3 (Ref/Alt>3) were discarded (Fig. 6*A*). Between 66 and 203 variants remained within the six albino seedlings tested after these filtering steps (*SI Appendix*, Table S3). On-target site mutations (*AtPDS3* gRNA10 target region) were reliably detected with this pipeline for all six albino seedlings, with two representative plants shown in Fig. 6 *B*, *Left* panel. To test if other sequence variants might be due to CasΦ editing, we utilized Cas-OFFinder (45) to predict potential off-target sites with a TBN PAM sequence, allowing up to four base pair mismatches and two base pairs bulges relative to the *AtPDS3* gRNA10 spacer sequence. We observed no overlap of the predicted off-target sites and the sequence variants detected in the albino seedlings, suggesting that CasΦ-2 editing is highly specific (*SI Appendix*, Table S3). An example of detailed reads at a predicted off-target site is shown in Fig. 6 *B*, *Right* panel and *SI Appendix*, Fig. S8 *A*, *Right* panel.

**Fig. 6.**
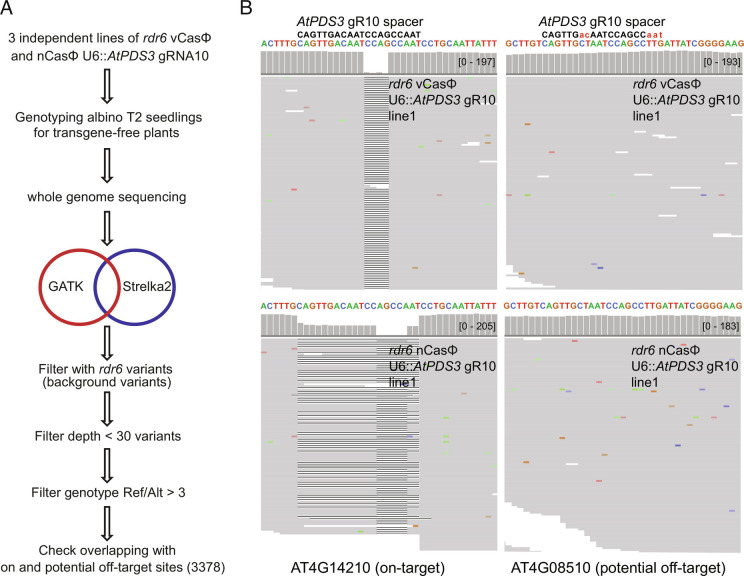
Evaluation of in vivo off-target editing by the vCasΦ and nCasΦ variants. (*A*) Schematic of the workflow to detect potential off-target editing by the vCasΦ and nCasΦ variants through whole genome sequencing. GATK and Strelka2 were used to identify sequence variants compared to the TAIR10 reference genome sequence. Ref/Alt, the ratio of reads with reference sequence over reads with variant sequence. (*B*) Screenshots of aligned reads and coverage at the *AtPDS3* (*AT4G14210*) gRNA10 target region (*Left*) and a potential off-target site (*AT4G08510*) (*Right*). Top screenshots, from vCasΦ U6::*AtPDS3* gRNA10 line 1. Bottom screenshots, from nCasΦ U6::*AtPDS3* gRNA10 line 1. Capitalized and colored sequences are the reference genomic sequences at these two loci. *AtPDS3* gRNA10 spacer sequence is shown in black letters with uncapitalized red letters showing the mismatched nucleotides between the *AtPDS3* gRNA10 spacer and the potential off-target site.

We also manually inspected each of the sequence variants detected genome wide, which indicated that most of them are located within long stretches of repeated single or di-nucleotides, and reads with similar variants were readily detected in the *rdr6-15* plants, suggesting that most of the detected variants are likely due to imprecise PCR amplification, sequencing reaction or mapping outcomes. After removing these sequence variants at simple repeats, between 6 and 18 high-confidence variants remained in the six albino plants, with more SNP than indels (*SI Appendix*, Fig. S8*B*). However, there was no overlap of the variant loci except for a single SNP between two albino seedlings (*SI Appendix*, Table S4). These data suggest that the high-confidence variants we detected are rare and likely due to spontaneous mutation events, meaning that CasΦ-2 shows little or no off-target activity.

### CasΦ-2 Is Able to Perform Gene Editing in Maize Protoplasts.

To test gene editing by CasΦ-2 in maize, an agronomically important monocot species with a more complex genome than *Arabidopsis*, 11 guide RNAs were designed targeting the maize *Lc* gene (*SI Appendix*, Table S5). 

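The maize experiment has 66 libraries, 2 protoplast transfections for each of 3 enzymes as RNPs and 11 guides, and 4 controls that cover the amplicons. The authors deposited the read count of each pattern, from a smaller sequencer. The edited libraries held 24370 to 81104 reads (median 44748) and the controls 20925 to 44699 (median 30914.5). A pattern therefore had to reach 10 reads, by the paper's criterion for maize. At these depths the floor of 3 reads lies between 0.00370% and 0.0123% for an edited library without edited reads. A single pattern at the minimum of 10 reads is 0.0123% to 0.0410% of such a library, so a 0 does not exclude editing below that share. The variants were compared with WTCasΦ within guides gRNA3 to gRNA7, by an exact permutation test over 7776 arrangements.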

RNPs of WTCasΦ, vCasΦ, and nCasΦ with *Lc* gRNAs were transfected into maize protoplasts. 

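Edited reads were counted for 2 of the 11 Lc guides with WTCasΦ, and for 5 of 11 with vCasΦ and 5 of 11 with nCasΦ, which were gRNA3, gRNA4, gRNA5, gRNA6 and gRNA7. With a minimum of 3 reads in place of 10, the numbers were 3, 6 and 7. The 4 controls had 0 edited reads (floors 0.00671% to 0.0143%), and no pattern of at least 3 bp had more than 1 read in them. The most frequent patterns were -6:11D for gRNA3, -7:11D for gRNA4 and gRNA6, -7:10D for gRNA5 and -4:3D for gRNA7.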

By amplicon sequencing, editing of target loci by *Lc* gRNA3 to gRNA7 was detected (*SI Appendix*, Fig. S9). 

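With WTCasΦ, editing efficiency was 0.339% ± 0.0188 (SD, n = 2) for Lc gRNA6 and 0.0374% ± 0.0528 for gRNA7, with 1 of its libraries at 0, and 0 for the others. With vCasΦ it was 2.79% ± 0.512 for gRNA6, 1.01% ± 0.504 for gRNA7, 0.932% ± 0.121 for gRNA4, 0.630% ± 0.148 for gRNA3 and 0.227% ± 0.0356 for gRNA5. With nCasΦ it was 4.82% ± 2.66 for gRNA6, from transfections at 2.94% and 6.71%, then 0.646% ± 0.123, 0.455% ± 0.00456, 0.311% ± 0.290 and 0.0194% ± 0.0274 for the same guides in that order. For gRNA5, 1 nCasΦ library had 0. The mean difference from WTCasΦ over the 5 guides was 1.04 percentage points for vCasΦ (exact permutation test, two-sided, p = 0.000257, the smallest p, adjusted p = 0.000514) and 1.18 for nCasΦ (exact permutation test, two-sided, p = 0.000772, adjusted p = 0.000772), with a higher mean in 5 of 5 guides for each. These 5 guides are those with edited reads in these same libraries. For gRNA3, gRNA4 and gRNA5, at 0 with WTCasΦ, that choice required edited reads with a variant, so the count is no independent evidence. The other 6 guides had no edited reads with any enzyme. Paired by replicate number, the exact permutation tests gave p = 0.00195 and 0.00391 at correlations of -0.951 and 0.289, and crossed pairs, added after the data had been seen, gave p = 0.00195 for vCasΦ. Over all 11 guides the differences were 0.474 and 0.534, the largest change of any alternative.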

Consistent with results in *Arabidopsis*, vCasΦ and nCasΦ yielded much higher target editing efficiency compared to the WTCasΦ, with up to about 7% editing for the best guide RNA. These data suggest that CasΦ systems might be useful in many different plant species.

## Discussion

In this study, we explored the use of CasΦ-2 for plant genome engineering. We showed that heritable gene edits could be generated in *Arabidopsis* using WTCasΦ at a low frequency. We also showed that the vCasΦ and nCasΦ protein variants exhibited much higher editing efficiency than WTCasΦ in *Arabidopsis* and maize protoplasts and also a higher frequency of heritable edits in transgenic *Arabidopsis* plants. Given that CasΦ-2 was able to edit the dicot plant *Arabidopsis*, the monocot plant maize, as well as mammalian cells (19), it is likely that CasΦ-2 could be utilized in most eukaryotic systems. The wide temperature range of enzymatic activity of CasΦ-2 may also make it useful for plants and other organisms that grow at cooler temperatures. Since Pol-II promoters can be used for CasΦ-2 guide RNA transcription, the vast array of Pol-II promoters could be useful for expression of gRNAs in specific conditions, such as in different tissues, at higher levels with strong promoters, or in an inducible fashion. CasΦ-2-based editing can also be applied in both RNP and plasmid expression formats. We also found that CasΦ-2 editing was highly specific, with no convincing off-target editing detected by genome wide analysis.

We observed that transgene silencing limited the editing efficiency of CasΦ-2, because editing frequencies were higher when utilizing the *rdr6* mutant. This suggests that the level of expression of either the CasΦ-2, its gRNA precursors, or both, is limiting for high efficiency editing. This also suggests that tuning down the transgene silencing machinery and improvements in transgene designs are likely to lead to more efficient editing. By comparing editing efficiencies at the *FWA* locus in protoplasts derived from the WT methylated strain or the *fwa* unmethylated epiallele strain, we also found that methylated compact chromatin negatively affected editing by CasΦ-2, presumably because the more highly compact chromatin limits access of CasΦ-2 to the DNA. Fusion of CasΦ-2 protein to chromatin remodelers, as previously reported for the Cas9 protein (46), or other methods, could facilitate successfully editing at difficult target sites, or might increase editing efficiency at all sites.

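Among the 10 FWA guides tested as WTCasΦ RNPs in Fig. 2B, 5 had no edited reads (50%). Among the 11 Lc guides in maize, 6 had none with any of the 3 enzymes (54.5%). Together these are 11 of 21 guides (52.4%), or 12 of 21 (57.1%) if FWA gRNA7, whose share was the lowest of the guides with edited reads in Fig. 2B, is counted as without editing. The maize libraries are shallower, so a guide without edited reads there is bounded less tightly.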

We observed that more than half of the guide RNAs we designed yielded no detectable editing events by amplicon sequencing, and only a few of the guide RNAs lead to efficient editing. Similarly, strong differences in editing efficiencies between different guide RNAs were observed when CasΦ-2 was used to target an enhanced green fluorescent protein (EGFP) gene in HEK293 cells (19). In addition, variable activities were observed with in vitro substrate DNA digestion assays with CasΦ-2 RNPs reconstituted with different guide RNAs (*SI Appendix*, Fig. S4). However, with the best performing guide RNAs, reasonable editing efficiencies by CasΦ-2 and its variants were observed. In mammalian cells, more than 30% of cells lost EGFP signal due to the editing of the WTCasΦ-2 with gRNA8 (19). 

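Over the 4 populations of Fig. 5C together, 43 of 179 T1 plants had at least 40% edited reads. In protoplasts, the lowest single value of a variant with ribozymes in Fig. 4D was 13.9%, with nCasΦ and the UBQ10 promoter, and the highest was 34.0%, with nCasΦ and the CmYLCV promoter. The untransformed plants sequenced with the T1 populations had a mean of 0.0836% edited reads.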

In *Arabidopsis*, with the CasΦ-2 protein variants and *AtPDS3* gRNA10, 10% to 30% editing efficiency was observed in protoplasts (Fig. 4*D*) and 40 to 80% of somatic editing efficiency was observed in multiple T1 transgenic plants (as indicated by the upper quartile in Fig. 5*C*). However, in the future it will be important to systematically define gRNA design principles to increase these frequencies.

Amplicon sequencing and in vivo editing results indicated that CasΦ-2 edits consist of small deletions of roughly nine base pairs, consistent with biochemical data showing that CasΦ-2 produces an 8 to 12 nucleotide staggered cut (19). CasΦ-2 could therefore be useful for making in-frame deletions to create partial loss of function alleles, or to remove small sections of specific domains of proteins. Indeed, one of the heritable edits found in this study was a two amino acid deletion resulting in an in-frame deletion of the coding region of the *AtPDS3* gene. The ability to make small deletions may also be useful for promoter analysis by removing individual transcription factor binding sites, or by promoter deletion scanning by tiling gRNAs across a promoter.

In summary, this study demonstrates that the compact CasΦ editing system can be used for gene editing in plants and can generate heritable mutations with high specificity. Compared to the Cas9 and Cas12a systems, which has been optimized with community efforts for years, CasΦ-2 is still less efficient in overall editing efficiency. However, with well-performing guide RNAs, a reasonable level of editing efficiency can be obtained with the CasΦ system. In addition, the vCasΦ and nCasΦ variants demonstrated the effectiveness of protein engineering to potentially improve the editing efficiency further in the future. With its hypercompact protein size, wide working temperature range, and T-rich minimal PAM, CasΦ should be a useful supplement to the plant gene editing toolbox and should be useful in both basic research and agricultural biotechnology.

## Materials and Methods

### Plant Materials and Growth Condition.

To grow *Arabidopsis* plants for protoplast preparation, Col-0 and *fwa-4* epi-mutant plants were grown under a 12-h light/12-h dark photoperiod and with low light condition for 3 to 4 wk. To grow maize plants for protoplast isolation, B73 seeds were soaked in water overnight and planted in half peat moss and half vermiculite. After 3 d of light incubation, emerged seedlings were transferred to dark until the second leaf was 10 to 15 cm long.

Agrobacterium mediated *Arabidopsis* plant transformation was performed as previously described (47), and transgenic T1 plants were screened with half MS plates with 40 μg/mL hygromycin B. For 28 °C treatment of T1 plants, including the T1 plants in *SI Appendix*, Fig. S1*B* (version2 construct *AtPDS3* gRNA10), stratified seeds on half MS plates with hygromycin B were incubated at 28 °C and resistant T1 plants were transferred to soil after about a week and put back to 28 °C for a total of 2 wk incubation at 28 °C. T1 plants were then moved to a greenhouse (23 °C) for the rest of the life cycle. To support the growth of albino seedlings in T2 generation, 3% sucrose was supplemented to half MS plates when needed.

### Protein Purification.

WTCasΦ, vCasΦ, and nCasΦ proteins with nuclear localization signal (NLS) were purified as previously described (19, 22).

### RNP Reconstitution.

Guide RNAs were synthesized as 25 nucleotide repeat + 20 nucleotide spacer as shown in *SI Appendix*, Table S5. Lyophilized RNA was dissolved by adding DEPC-treated H_2_O to a concentration of 0.5 mM. The dissolved RNA was incubated at 65 °C for 3 min, then cooled down to room temperature. For RNP reconstitution, heated and cooled RNA was added to 2×Cleavage Buffer (2×CB buffer, 20 mM Hepes-Na, 300 mM KCl, 10 mM MgCl_2_, 20% glycerol, 1 mM TCEP, pH 7.5) to a final concentration of 5 µM and vortexed to mix. Then, WTCasΦ, vCasΦ, or nCasΦ proteins were added to a final concentration of 4 µM and mixed by pipetting. This solution was then incubated at room temperature for 30 min. The resulting solution contains 4 µM of RNP in 2×CB buffer.

### Plasmids Used in this Study.

Plasmids generated in this study are listed in *SI Appendix*, Table S6. The CASΦ-2×SV40NLS-2×FLAG coding sequence (without IV2 intron) was *Arabidopsis* codon optimized and synthesized by IDT (Integrated DNA Technologies). The HBT-pcoCAS9 vector (addgene52254) backbone with the FLAG and SV40 NLS (for version1) or without the FLAG and SV40 NLS (for version 2) was amplified and assembled by TAKARA in-fusion HD cloning kit (cat639650) with the synthesized CasΦ sequence amplified as two fragments as well as the IV2 intron sequence amplified from the HBT-pcoCAS9 vector. pCAMBIA1300-pYAO-cas9-MCS vector (48) was digested by KpnI and EcoRI to remove the pYAO-cas9 cassette. Then, pcoCasΦ with IV2 intron, NLS, and FLAG tag coding sequence was amplified from HBT_pcoCASphi_version 1 and version 2 plasmids and cloned into the digested vector together with PCR amplified pUB10 and rbcs-E9 terminator by TAKARA in-fusion HD cloning kit (cat639650). Subsequently, various guide RNA cassettes were cloned into the SpeI site of the obtained vectors by TAKARA in-fusion reaction or by restriction digestion and ligation of PCR amplified or IDT synthesized DNA fragments. Construction of the nCasΦ and vCasΦ binary vectors was performed by first digesting the pC1300_pUB10_pcoCASphi_E9t_MCS_version2 vector with KpnI to remove pUB10 promoter and the first part of CasΦ coding sequence. Then, pUB10 promoter and CasΦ sequences containing the desired mutations were PCR amplified as two fragments with desired mutations added by overlapping primers and cloned back into the digested vector by an in-fusion reaction. Primers used for cloning and synthesized DNA fragments used for cloning are listed in *SI Appendix*, Table S7. The control plasmid HBT-sGFP for protoplast transfection was previously described (49) and obtained from ABRC (stock CD3-911).

### Protoplast Isolation and Transfection.

*Arabidopsis* mesophyll protoplast isolation was performed as previously described (49). For RNP transfection into *Arabidopsis* protoplasts, 26 µL of 4 µM RNP was first added to a round bottom 2 mL tube, followed by 200 µL of protoplasts (2 × 10^5^ cells/mL). Then, 2 µL of 5 µg/µL salmon sperm DNA was added and mixed gently by tapping the tube 3 to 4 times. Finally, 228 µL of fresh, sterile, and RNase free PEG-CaCl_2_ solution (49) was added to the protoplast-plasmid mixture and mixed well by gently tapping the tube. The protoplasts with PEG solution were incubated at room temperature for 10 min, then 880 µL of W5 solution (49) was added and mixed with the protoplasts by inverting the tube two to three times to stop the transfection. Protoplasts were harvested by centrifuging the tubes at 100 rcf for 2 min and resuspended in 1 mL of WI solution. They were then plated in 6-well plates pre-coated with 5% calf serum. These 6-well plates were then incubated at room temperature for 48 h.

For plasmid transfections into *Arabidopsis* protoplasts, the concentrations of plasmids were determined by nanodrop. Then 20 to 50 µg of plasmids (plasmid amounts were the same within each experiment) were added to the bottom of each transfection tube, and the volume of the plasmids was supplemented with H_2_O to reach 20 µL. 200 µL of protoplasts were added followed by 220 µL of fresh and sterile polyethylene glycol (PEG)-CaCl_2_ solution. The mixture was mixed well by gently tapping tubes and incubated at room temperature for 10 min. 880 µL of W5 solution was added and mixed with the protoplasts by inverting the tube two to three times to stop the transfection. Protoplasts were harvested by centrifuging the tubes at 100 rcf for 2 min and resuspended in 1 mL of WI solution. They were then plated in 6-well plates pre-coated with 5% calf serum. These 6-well plates were then incubated at room temperature or at 28 °C for 48 h.

For maize protoplast isolation, middle 8 to 10 cm of the second leaf from etiolated maize seedlings were sliced into thin strips (about 0.5 mm wide) and immersed in enzyme solution (0.6 M mannitol, 10 mM MES pH 5.7, 1.5% cellulase R10, 0.3% macerozyme R10, 1 mM CaCl_2_, 5 mM BME, 0.1% BSA). Then the enzyme solution with leaf stripes was put under vacuum for half an hour and then placed in dark for 2.5 h. The solution was then gently swirled to release the protoplasts and filtered through a 40 µm cell strainer. The cells were collected by centrifugation at 150 g for 5 min and resuspended in 10 mL washing solution (0.6 M mannitol, 4 mM MES pH 5.7, 20 mM KCl). Then the cells were rested on ice for at least half an hour. After resting, cell pellets were resuspended with washing solution to 2 × 10^5^ cells/mL in cold washing buffer. For RNP transfection into maize protoplasts, 13 µL 4 µM RNP and 1 µL 5 µg/µL salmon sperm DNA were added to 100 µL protoplasts. Then 114 µL PEG solution (40% PEG 4000, 0.2 M mannitol, 0.1 M CaCl_2_) was added and mixed by tapping. After 10 min of incubation, transfections were stopped by adding 880 µL washing solution and gently inverting several times. Transfected protoplasts were collected by 3 min of centrifugation at 150 g and resuspended in 1 mL incubation buffer (50). Then, the protoplasts were plated in 6-well plates pre-coated with 5% calf serum. These 6-well plates were then incubated at room temperature for 48 h.

### Amplicon Sequencing.

DNA was extracted from protoplast samples and leaves of transgenic plants with Qiagen DNeasy plant mini kit (Qiagen 69106). The amplicon was obtained using two rounds of PCR. Amplification primers for the first round of PCR were designed to have the 3′ sequence of the primers flanking a 200 to 300 bp fragment of the genomic area targeted by the guide RNA of interest. Primers for the first round of amplification are listed in *SI Appendix*, Table S7. The 5′ part of the primer contained a sequence which will be bound by common sequencing primers. After 25 cycles of the first round of PCR amplification, the reaction was purified using 1× Ampure XP beads (Beckman Coulter A63881). The eluate was used as template for the second round of PCR amplification of 12 cycles. The second round of PCR was designed so that indexes were added to each sample. The samples were then purified using 0.8× Ampure XP beads. Part of the purified libraries were run on a 2% agarose gel to check for size and absence of primer dimer (fragments below 200 bp considered as primer dimer). Then amplicons were sent for next generation sequencing.

### Amplicon Sequencing Result Analysis.

Reads were first quality and adaptor trimmed using *Trim Galore* and then mapped to the target genomic region by the BWA aligner (v0.7.17, BWA-MEM algorithm). Sorted and indexed bam files were used as input files for further analysis by the CrispRvariants R package (v1.14.0). Each mutation pattern with corresponding read counts was exported by the CrispRvariants R package. After assessing all control samples, a criterion to classify reads as edited reads was established: Only reads with a >= 3 bp deletion or insertion (indel, mainly as deletions) of the same pattern (indels of same size starting at the same location) with >=100 read counts from a sample were counted as edited reads. This criterion is established due to the observation of 1 bp indels and occasionally 2 bp indels with read numbers >100 in control samples. 

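A CrispRVariants label gives the start and size of each indel, and the deposited counts include patterns below the read minimum, so that the criterion could be applied and varied. With indels counted from 1 bp, or with a minimum of 10 reads, or with a minimum share of 0.01% of the sample's reads, the value of each library was recomputed. The criterion fixes a number of reads and not a share. For 1 pattern, 100 reads are a share that falls as the depth rises, so a library with 197725 reads, the smallest from Arabidopsis, and one with 9404589 reads, the largest, do not have the same limit.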

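Of the 50 Arabidopsis control libraries, 15 had patterns of 1 or 2 bp with at least 100 reads, all of them from protoplasts. The largest such pattern had 291006 reads, of 14:1D in an FWA gRNA6 control. It lies inside the adenine run, where indels are not counted for that guide. In controls for sites other than FWA gRNA5 and gRNA6, the largest had 267 reads, at AtPDS3 gRNA8. Patterns of at least 3 bp with at least 100 reads occurred in 7 controls, 6 of the 8 control plants and 1 of the 42 protoplast controls. The largest had 807 reads, of pattern -5:9D in a control plant, and in protoplasts 635 reads. Without a read minimum, indels of at least 3 bp made up between 0% and 0.140% of the reads of a control (median 0.00889%), with medians of 0.0330% in the plants and 0.00631% in the protoplasts. A read minimum of 10 left edited reads in 41 of the 50 controls, an indel minimum of 1 bp in 22 and a share minimum of 0.01% in 5. Of the 742 Arabidopsis libraries, 651 held 1000000 to 5000000 reads, 86 fewer and 5 more.

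**Figure D7:**
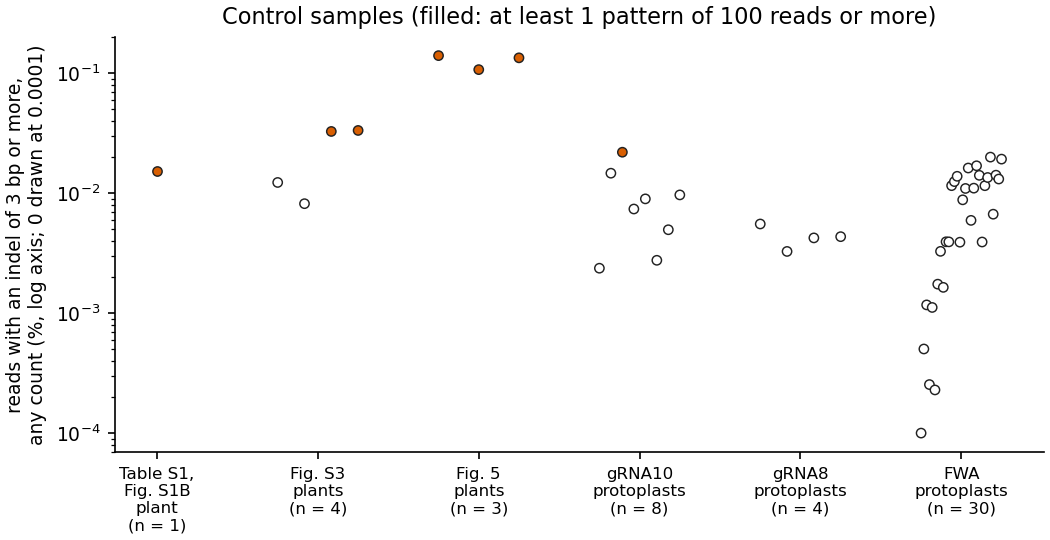
Percentage of reads with indels of at least 3 bp, without a read minimum (y axis, log scale), in each of the 50 Arabidopsis control libraries, grouped by plants or target (x axis), with filled points for the 7 that have a pattern of at least 100 reads and 0 drawn at the bottom. The 3 control plants of Fig. 5 lie highest.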

Also, larger indels that occur at very low frequencies (much lower than 100 reads) were observed in control samples. These observations indicate that occasional PCR inaccuracy and low-quality sequencing in a small fraction of reads can result in the indel patterns with corresponding read number ranges as stated above in control samples with the typical sequencing depth in our experiments (1 to 5 million reads/sample). By employing such stringent criteria, it is believed that the editing signals counted are true signals indicating editing events. Additionally, for *FWA* gRNA5 and gRNA6 targeted regions, there are long stretches of adenines near these target regions. 

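In TAIR10.1 the only run of at least 6 adenines or thymines within 30 bp of the gRNA5 site is the 12 nt run from 13038196 to 13038207 on chromosome 4. A pattern was left out when all its bases lay inside that run. Counting these indels changed the mean fwa-4 difference of Fig. 2C from 1.46 to 1.47 percentage points.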

Due to the high error rate of polymerases amplifying long stretches of adenines, reads with indels only within these stretches of adenines were not counted as true deletions. 

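The maize counts have a median of 44748 reads in edited libraries, against 1979989.5 in the Arabidopsis ones. A pattern with 10 reads is a larger share of a maize library than one with 100 reads is of most Arabidopsis libraries, so weak editing is less visible in maize. No maize control reached the minimum, and the largest indel pattern of any size in them had 2 reads.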

For amplicon sequencing result analysis of maize protoplast, the criterion to classify reads as edited reads was established: Only reads with a >= 3bp deletion or insertion (indel, mainly as deletions) of the same pattern (indels of same size starting at the same location) with >=10 read counts from a sample were counted as edited reads. The adjustment of the criterion was based on the fact that this amplicon sequencing was of less depth (performed by the iSeq 100) compared to the amplicon libraries of *Arabidopsis* protoplasts.

### Off-Target Analysis.

DNA from single *Arabidopsis* seedlings was extracted with the Qiagen DNeasy plant mini kit and sheared to 300 bp size with a Covaris. Library preparation was performed with Tecan Ovation Ultralow V2 DNA-seq kit. For variant calling, whole genome sequencing reads were aligned to the TAIR10 reference genome using BWA mem (v0.7.17) (51) with default parameters. GATK (4.2.0.0) (37) MarkDuplicatesSpark was used to remove PCR duplicate reads. Then GATK HaplotypeCaller was used to call raw variants. Raw SNPs were filtered with QD (Variant Confidence/Quality by Depth) < 2.0, FS (Phred-scaled p-value using Fisher's exact test to detect strand bias) > 60.0, MQ (RMS Mapping Quality) < 40.0, and SOR (Symmetric Odds Ratio of 2x2 contingency table to detect strand bias) > 4.0. Raw InDels were filtered with QD < 2.0, FS > 200.0, and SOR > 10.0 and used for base quality score recalibration. The recalibrated bam file was further applied to GATK and Strelka (v2.9.2) (38) for SNPs/InDel calling. Only SNPs/InDels called by both GATK and Strelka were used for further analysis. The intersection of GATK and Strelka SNPs/InDels were filtered by removing identical SNPs/InDels in the *rdr6-15* background by BedTools (v2.26.0) (52). Variants with coverage lower than 30 reads were removed. Variant loci at which the ratio of the reads with the WT allele over the reads with variant allele larger than three was removed. For heterozygous alleles, at a coverage level of 30 reads, the chance of observing WT reads /mutation allele reads >3 is 0.26% (binomial distribution, one-tailed *P* 0.0026).

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

## Data Availability

All high-throughput sequencing data generated in this study are accessible at the National Center for Biotechnology information Gene Expression Omnibus via series accession GSE206798 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206798). Previously published data were used for (Fig. 2*A*) of this work (GSE100010 GSE124546 GSE155503) (32–34).

# Supplementary material for: Genome editing in plants using the compact editor CasΦ
**Source:** Proc Natl Acad Sci U S A. 2023 Jan 18;120(4):e2216822120. doi: 10.1073/pnas.2216822120
**Supplement:** Supplementary file 1 — Appendix 01

**Supporting Information for**  
Genome editing in plants using the compact editor CasΦ.

Zheng Li <sup>a</sup>, Zhenhui Zhong <sup>a</sup>, Zhongshou Wu <sup>a</sup>, Patrick Pausch <sup>b</sup>, Basem Al-Shayeb <sup>c,d</sup>, Jasmine Amerasekera <sup>e</sup>, Jennifer A. Doudna <sup>c,f,g,h,i,j,k</sup> and Steven E. Jacobsen <sup>a,l,1</sup>

**This PDF file includes:**

Figures S1 to S9  
Tables S1 to S7

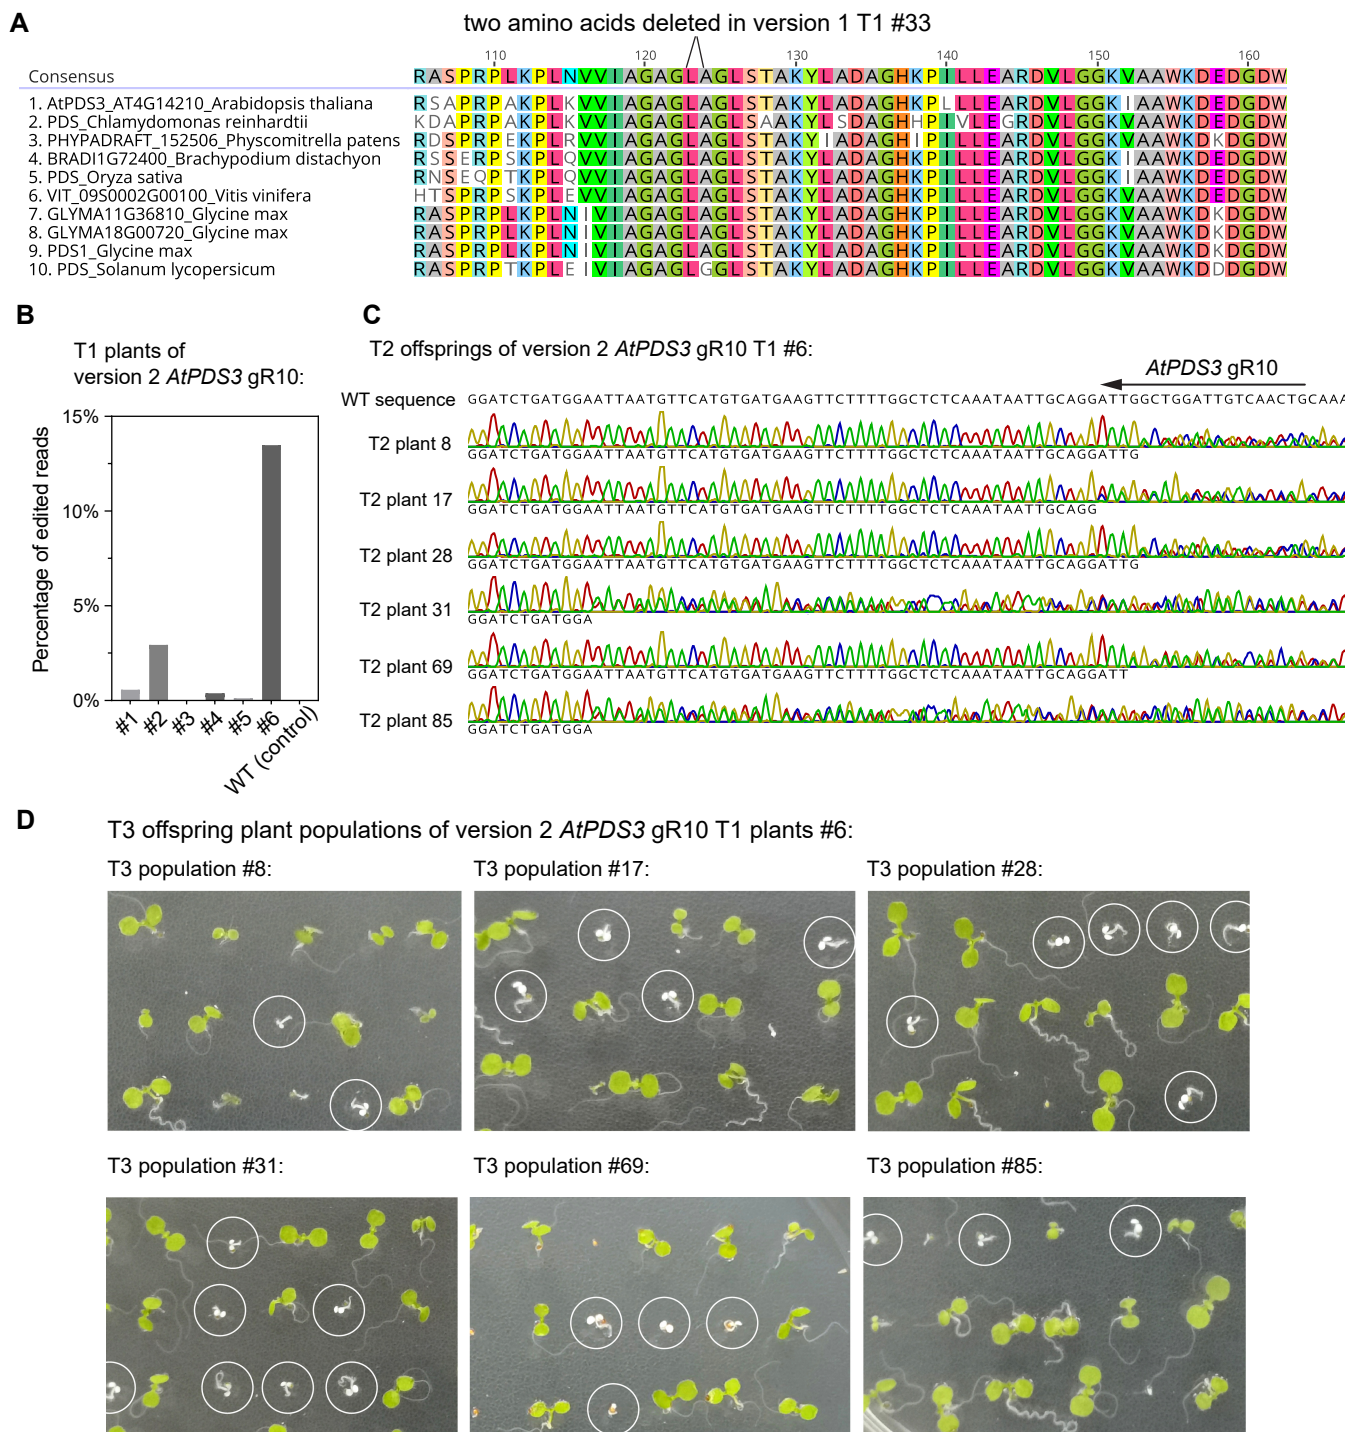

**Fig. S1. CasΦ-2 mediated editing of the *AtPDS3* gene with version 1 and version 2 constructs.** (A) *AtPDS3* homolog protein sequences from different species were aligned with Clustal Omega by the Geneious software, with the two amino acids deleted in version 1 construct T1 plant #33 labeled. (B) Amplicon sequencing results of T1 plant leaves of version 2 *AtPDS3* gR10 construct. (C) Sanger sequencing results of the *AtPDS3* gR10 target region of six out of 96 total seedlings from the T2 population of version 2 *AtPDS3* gR10 T1 plant #6, showing that they are heterozygous for mutation in this region. (D) Seedlings of six T3 offspring plant populations of version 2 *AtPDS3* gR10 T1 plant #6, corresponding to the six T2 plant indicated in (C), with albino seedlings circled.

**A**

Major mutant alleles of the *AtPDS3* gene in albino T3 offspring seedlings of version 2 *AtPDS3* gR10 T1 plant #6:

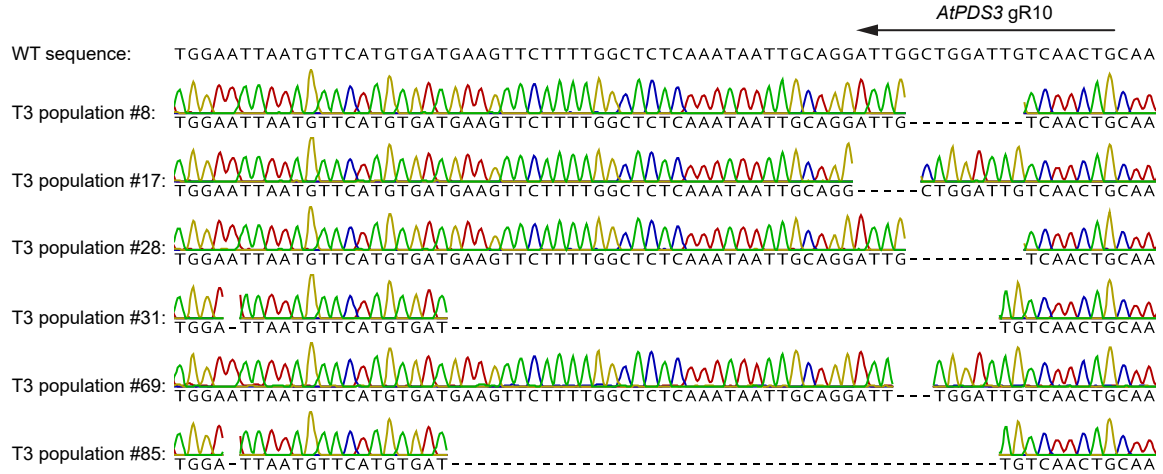

**B**

PCR amplification of albino T3 offspring seedlings of version 2 *AtPDS3* gR10 T1 plant #6 for a fragment of CasΦ-2 transgene:

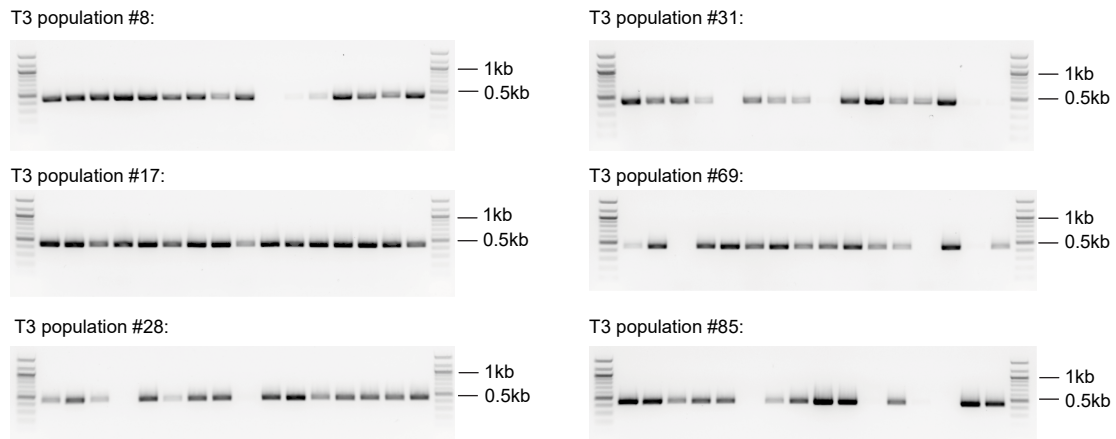

**Fig. S2. Characterization of the editing of the *AtPDS3* gene by CasΦ-2 with the version 2 construct in the T3 generation.** (A) multiple albino seedlings from T3 populations corresponding to the T2 plants in Fig. S1C were sanger sequenced and the major mutant alleles are displayed. (B) PCR amplification of the DNA of 16 randomly selected albino seedlings from the T3 populations in (A) for a fragment of the CasΦ-2 transgene. Successful DNA extraction was suggested by successful PCR amplification of the *AtPDS3* gRNA10 targeted region followed by sanger sequencing with the same DNA samples from these 16 albino seedlings from each of the T3 populations, with major mutation pattern as shown in (A).

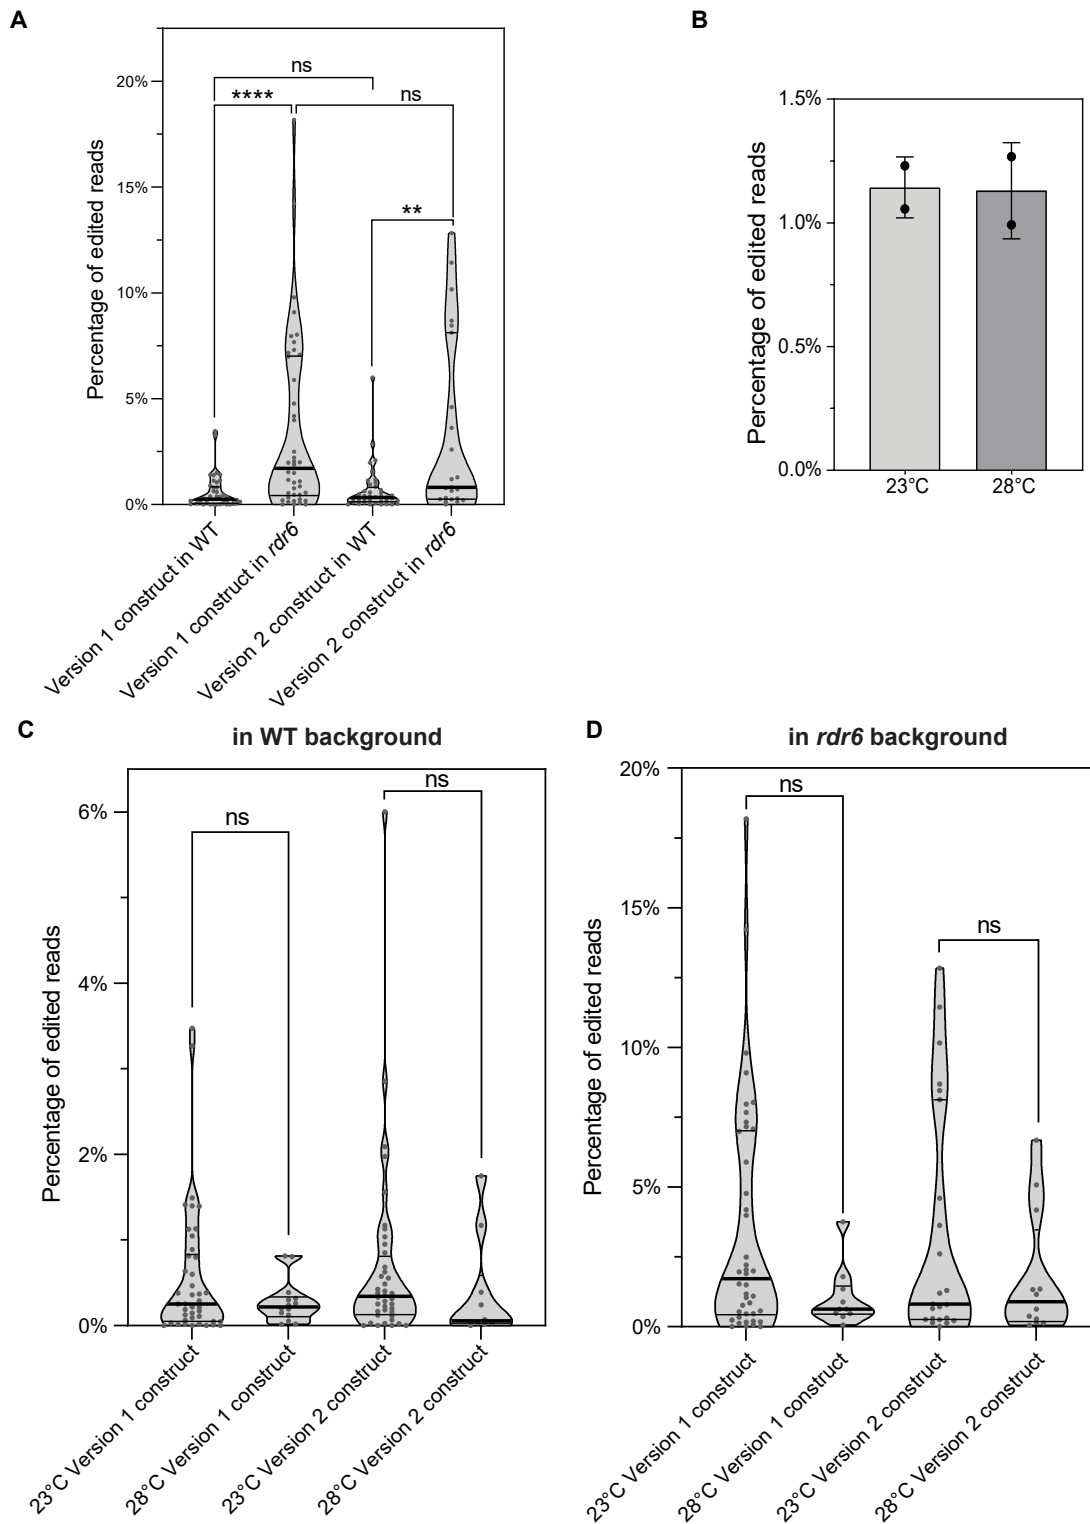

**Fig. S3. The impact of transgene silencing and temperature on target gene editing efficiency by CasΦ-2.** (A) Version 1 and version 2 constructs with *AtPDS3* gRNA10 were transformed into Col-0 (WT) and *rdr6-15* (*rdr6*) backgrounds. Editing efficiencies in T1 leaves determined by amplicon sequencing were plotted. The numbers of independent T1 plants (n) scored for each population are: n=43 for version 1 construct in WT background, n=42 for version 1 construct in *rdr6* background, n=41 for version 2 construct in WT background and n=23 for version 2 construct in *rdr6* background. (B) The Col-0 protoplasts were transfected with version 2 construct with *AtPDS3* gRNA10 and incubated at 23°C and 28°C. Two replicate transfections

were performed for each temperature and the editing efficiency of each individual transfection, as well as the mean and standard deviation of the two replicates were plotted. (C) and (D), version 1 and version 2 constructs with *AtPDS3* gRNA10 were transformed into WT background (C) and the *rdr6* mutant background (D). T1 plants were incubated constantly at 23°C (23°C sets) or initially at 28°C for 2 weeks then at 23°C (28°C sets). Editing efficiencies in T1 leaves were plotted. The numbers of independent T1 plants (n) scored for each population are: in the WT background (C), n=43 for the set of 23°C version 1 construct, n=15 for the set of 28°C version 1 construct, n=41 for the set of 23°C version 2 construct and n=10 for the set of 28°C version 2 construct; In the *rdr6* background (D), n=42 for the set of 23°C version 1 construct, n=10 for the set of 28°C version 1 construct, n=23 for the set of 23°C version 2 construct and n=12 for the set of 28°C version 2 construct. In (A), (C) and (D), truncated violin plots and all data points are shown, with median and quartiles indicated (thicker and thinner line, respectively). One or zero outliers were removed from each population as determined by the Grubbs method (Alpha =0.0001) for clearer viewing of the major population. Mann-Whitney test was used to calculate the P value for each comparison indicated. ns, non-significant,  $P>0.05$ ; \*\*,  $0.01<P<0.001$ ; \*\*\*\*,  $P<0.0001$ .

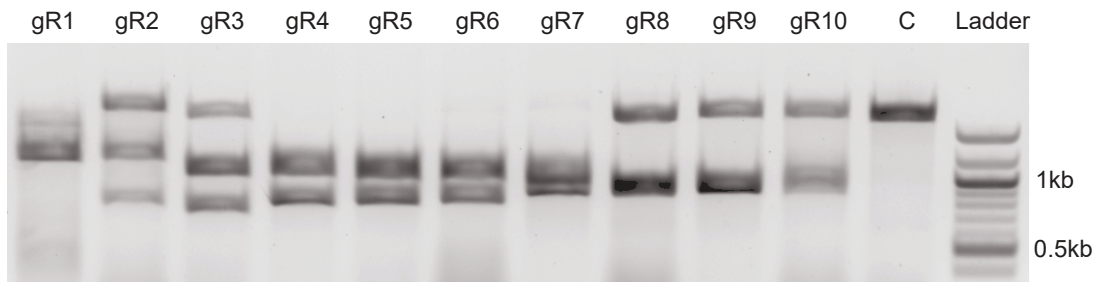

**Fig. S4. *In vitro* cleavage of PCR amplified *FWA* gene fragment by CasΦ-2 RNP with *FWA* gRNA1 to gRNA10.** A 1.57kb *FWA* gene fragment spanning all gRNA target regions was amplified by PCR and gel purified. The *FWA* gene fragment was incubated with CasΦ-2 RNPs containing gRNA1 to gRNA10 (gR1 to gR10) and a scrambled gRNA control (C) at 37°C for 1 hour. Reactions were stopped by adding EDTA and digestion of CasΦ-2 protein with proteinase K. 2% agarose gels were used to visualize the cleavage products along with a DNA ladder for sizing.

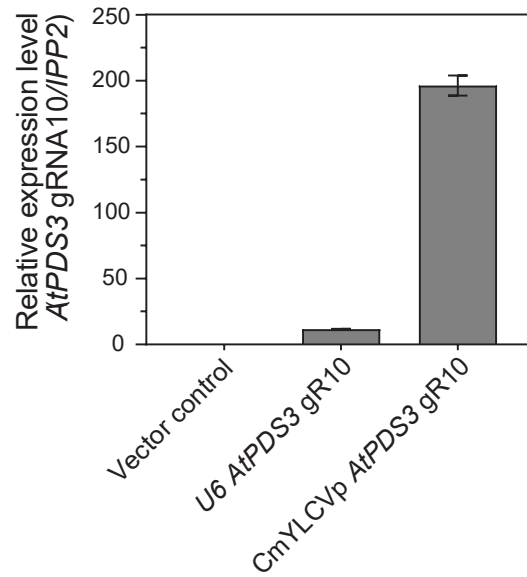

**Fig. S5. Comparison of the level of the *AtPDS3* gRNA10 driven by the U6 and the CmYLCV promoter in protoplasts.** Real-time quantitative PCR was used to measure the level of *AtPDS3* gRNA10 expression level in protoplasts transfected with the same amounts of the version 2 U6::*AtPDS3* gRNA10 plasmid and the version 2 CmYLCVp::*AtPDS3* gRNA10 plasmid. Protoplasts transfected with the version 2 U6::*AtPDS3* gRNA8 plasmid was used as the vector control to evaluate basal noise level of the primer pair used for the *AtPDS3* gRNA10 amplification. The *IPP2* gene was used as a reference gene for normalization. Three technical replicates were performed. Mean and standard error of the relative quantity calculated by the Bio-Rad CFX software are plotted.

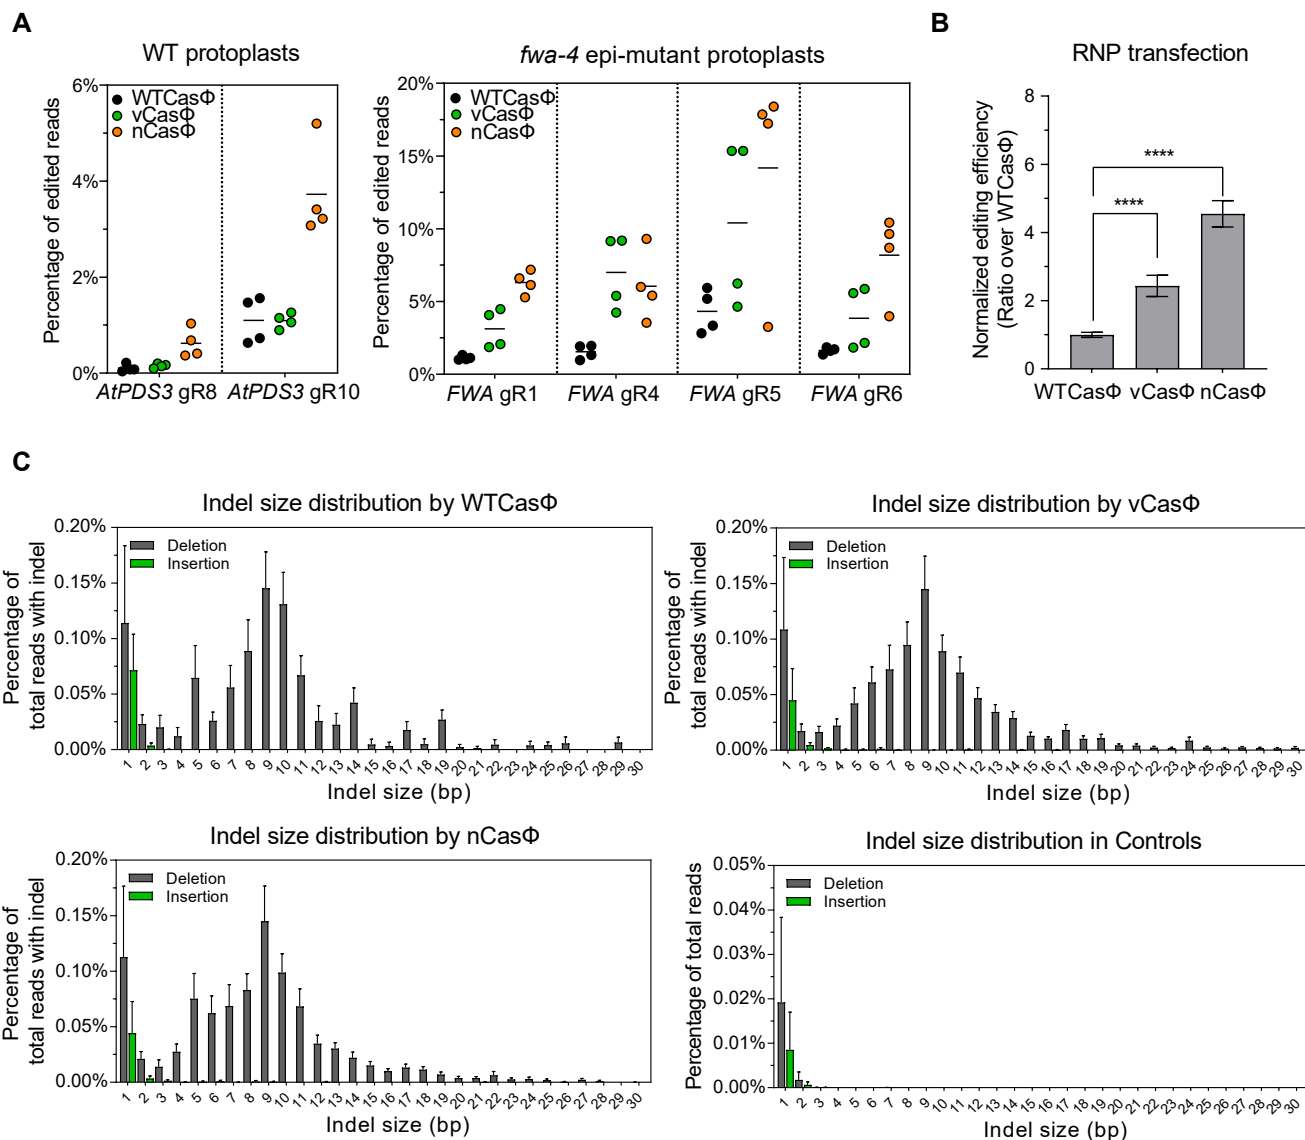

**Fig. S6. Comparison of editing efficiency and indel size distribution profile by the vCasΦ and nCasΦ variants and WTCasΦ in protoplasts.** (A) RNPs reconstituted with WTCasΦ, vCasΦ and nCasΦ proteins and guide RNAs as indicated were transfected into protoplasts prepared from Col-0 plants (WT) (left panel) and from *fwa-4* epi-mutant plants (right panel). Individual replicate values and mean of the four replicates of each test were plotted. (B) Target gene editing efficiencies in (A) were normalized by calculating the ratio of editing efficiencies over that of mean editing efficiency by WTCasΦ for each guide RNA. Mean and standard error of the normalized editing efficiencies for all gRNAs were plotted. Unpaired t-test was used to calculate P value of indicated comparisons. \*\*\*\*,  $P < 0.0001$ . (C) The indel size distribution was calculated as the percentage of reads of a particular insertion or deletion size, from 1 bp to 30 bp, among all reads with indels for each protoplast transfections in Fig. 4A. Mean and standard error of the indel size distributions of all guide RNAs in Fig. 4A are plotted. For the control samples (bottom right panel), protoplasts transfected with the HBT-sGFP plasmid were amplified for the target regions of the six guide RNAs used in Fig. 4A (six amplicon sequencing for the control samples in total). The indel size distribution was calculated as the percentage of reads of a particular insertion or deletion size among all reads.

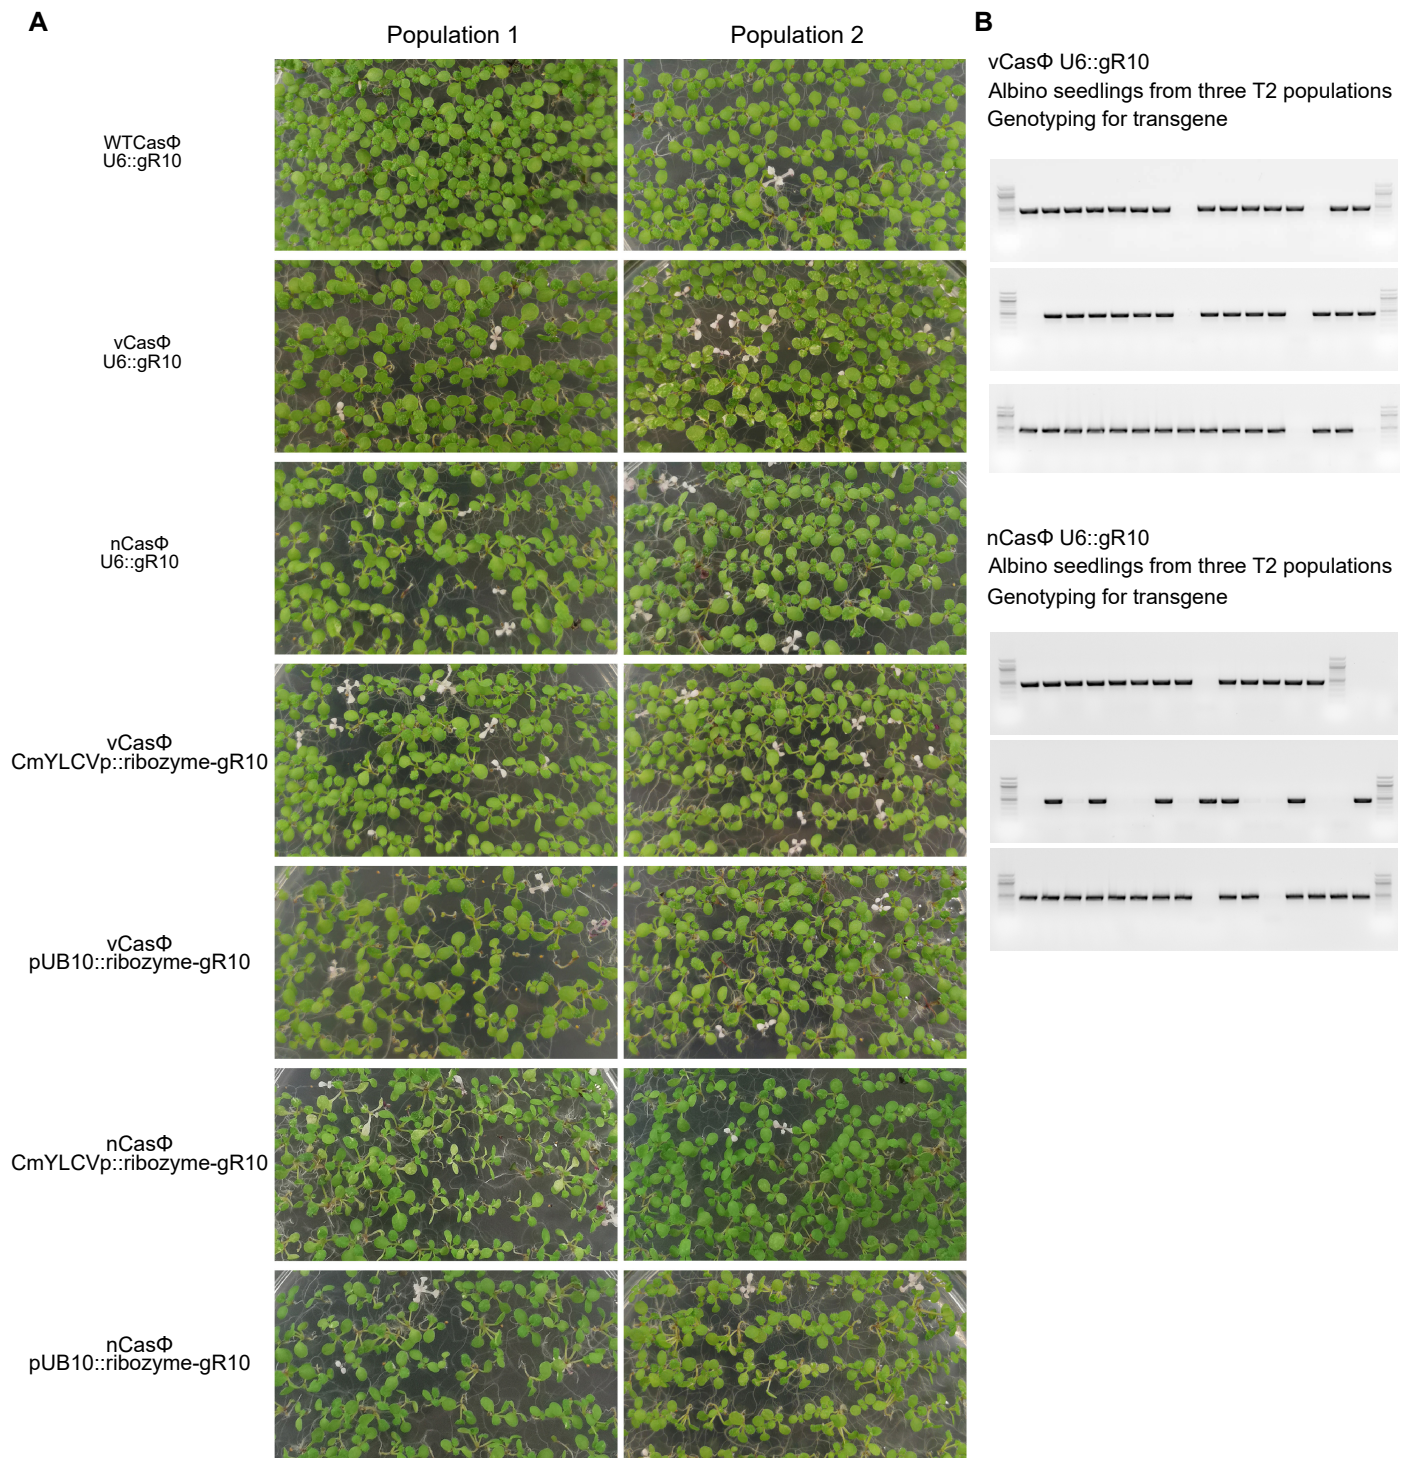

**Fig. S7. Heritability analysis of the editing of the *AtPDS3* gene by the vCasΦ and nCasΦ variants in the T2 generation.** (A) Pictures of two representative T2 populations of transgenic plants of indicated constructs in the *rdr6-15* background. gR10, *AtPDS3* gRNA10. (B) PCR amplification of the DNA of randomly selected albino seedlings from three T2 populations of vCASΦ and nCASΦ U6::*AtPDS3* gR10 in the *rdr6-15* background for a fragment of the CasΦ-2 transgene.

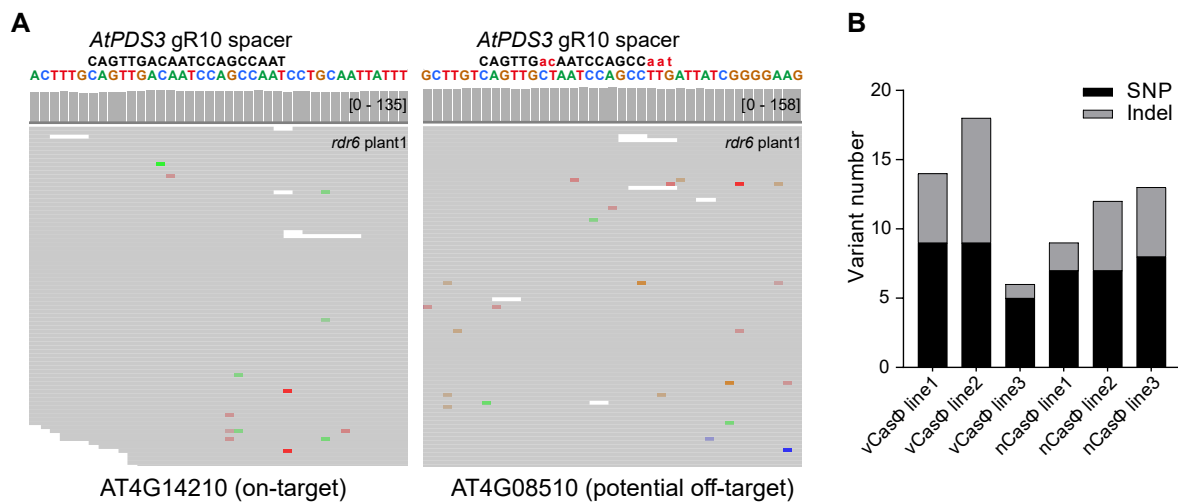

**Fig. S8. Summary of high confidence variants discovered in the transgene-free albino T2 seedlings.** (A) Screenshots of aligned reads and coverage of a control *rdr6-15* plant at the *AtPDS3* (AT4G14210) gRNA10 target region (left) and a potential off-target site (AT4G08510) (right). Capitalized and colored sequences are the reference genomic sequences at these two loci. *AtPDS3* gRNA10 spacer sequence is shown in black letters with uncapitalized red letters showing the mismatched nucleotides between *AtPDS3* gRNA10 spacer and the potential off-target site. (B) The number of high confidence SNPs and Indels identified genome wide for the sequenced transgene-free albino seedlings.

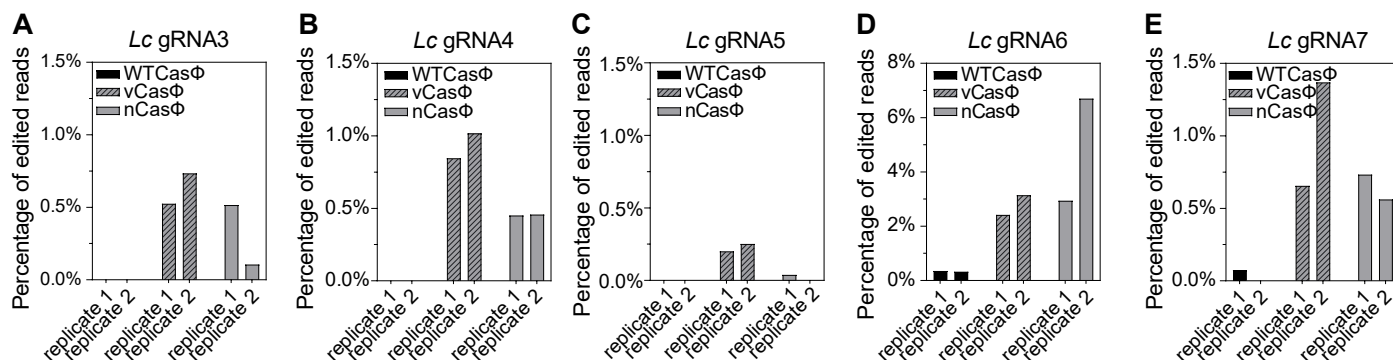

**Fig. S9. The editing of *Lc* gene by CasΦ in maize protoplasts.** (A)-(E) RNPs reconstituted with WTCasΦ, vCasΦ and nCasΦ proteins and 11 guide RNAs targeting the maize *Lc* gene were transfected into maize protoplasts. Editing of the target region was detected with five out of the 11 guide RNAs tested and editing efficiencies of the two replicate transfections are shown. (A) *Lc* gRNA3. (B) *Lc* gRNA4. (C) *Lc* gRNA5. (D) *Lc* gRNA6. (E) *Lc* gRNA7.

**Table S1. Detailed editing events detected in version 1 construct with *AtPDS3* gRNA10 in T1 plant # 33.**

\*Editing events are shown as: (position where the editing starts) : (number of nucleotides of) D (deletion) or I (insertion). position 0 is between the 18th and 19th nucleotides of the guide, so that the 18th nucleotide is position -1, the 19th nucleotide is position +1.

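The convention could be checked against the deposited labels, because labels of single-nucleotide variants name the reference base at a position. For AtPDS3 gRNA10, gRNA8 and each of the FWA guides from gRNA2 to gRNA9, 14 of 14 bases given by such labels equalled the bases of the reference when position -1 was placed on the 18th nucleotide of the guide. FWA gRNA1 and gRNA10 were placed with such labels and are no check. For the Lc guides the labels give between 7 and 10 of the 10 spacer bases compared, and each of those equalled the printed spacer. A deletion written -5:9D therefore removes the 5 nt before position 0 and the 4 nt after it.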

**Table S2. Detailed number of total seedlings and albino seedlings scored in T2 populations of WTCasΦ U6::gR10, vCasΦ U6::gR10 and nCasΦ U6::gR10 in the *rdr6* background.**

**Table S3. Summary of the analysis of whole genome sequencing data of the *rd6-15* control and CasΦ transgene-free T2 albino seedlings.**

**Table S4. High confidence variants (excluding the *AtPDS3* gRNA10 site) in CasΦ transgene-free T2 albino seedlings.**

\* ND, not detected; Y, detected.

**Table S5. Sequence of guide RNAs used.**

**Table S6. Plasmids generated in this study.**

**Table S7. Sequence of primers and synthesized double stranded DNA.**

How the deposited data were processed for this re-analysis (not part of the article)

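Amplicon sequencing of target sites in Arabidopsis plants, Arabidopsis protoplasts and maize protoplasts was analysed from 812 files, 742 from Arabidopsis and 70 from maize, 1 per library. The authors trimmed the reads with Trim Galore, mapped them to the target region with BWA-MEM and exported from CrispRVariants the read count of every mutation pattern, and the deposited values are these counts. The total of a file was taken as the depth of its library. The median depth was 2014840.5 reads in Arabidopsis (range 197725 to 9404589) and 44508 in maize (range 20925 to 81104).

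Everything after the counts was computed here with Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9. Editing efficiency is the percentage of all reads of a library that belong to patterns with an insertion or deletion of at least 3 bp and at least 100 reads in that library, or at least 10 reads in maize, as the paper's Materials and Methods give it. For FWA gRNA5 and gRNA6, patterns that lie wholly in the neighbouring run of at least 6 adenines were left out. For single libraries, 95% Wilson intervals were computed from the counts, and for libraries without edited reads the floor is 3 reads of the total. These cover counting error only. A library with indel reads only in patterns under the read minimum also has an efficiency of 0.

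Samples were grouped by the condition that their titles and the paper give, and no library was left out. Where the paper and the sample labels differ, as for the genotype of the protoplasts in Fig. 2B, the paper was followed. The 10 samples of whole-genome sequencing are not analysed here, nor are the counts of albino seedlings, Sanger sequences, in vitro cleavage and guide RNA levels. The guides and target genes named in the passages are all those the paper names, the mutation patterns are those that its tables and text name, and beyond these the pattern with the most edited reads was named for each guide in a panel, a rule set before the data were examined.

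Guide sites were matched to chromosome 4 of the TAIR10.1 assembly, and gene and exon limits come from its annotation. The paper names TAIR10 for whole-genome sequencing, and its text does not name the build used for the amplicons. No maize genome was used, so the Lc guides carry no coordinates. The frame of the labels was checked with the single-nucleotide variants in them, which name reference bases. The same labels placed FWA gRNA1 and gRNA10, whose printed spacers had 0 exact matches, so these 2 guides are no part of that check.

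Populations of T1 plants were compared by a two-sided permutation test of the Mann–Whitney rank sum with 100000 resamples, with the difference of medians as the effect. Where means replaced medians, the values themselves were permuted in place of their ranks. Within depth classes some of these tests were exact, as given with each result. Protoplast experiments with several guides or constructs were compared within each of these by a two-sided permutation test of the ranks, exact where the number of arrangements is at most 100000 and with 100000 resamples otherwise. The effect is the mean over guides or constructs of the difference of means, or for the comparison of enzymes the mean ratio over WTCasΦ as the paper defines it. A single construct with 2 replicates per arm was compared by an exact permutation test of the difference of means. Log2 ratios in plasmid and RNP experiments were compared by an exact sign-flip permutation test over the 6 guides. The promoter effect was compared between protoplasts and T1 plants by permuting promoter labels within system and enzyme with 100000 resamples, which tests against no promoter effect in either system. Where 100000 resamples were drawn, the smallest p is 1e-05. Adjusted p values are Benjamini-Hochberg values within the comparisons of a figure panel, or of panels that belong together, such as plasmids and RNPs.

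Replicate numbers come from the sample titles, and the paper does not say that equal numbers were transfected together. A second test therefore swapped labels only between libraries with the same guide and replicate number, and the correlation of the replicates' deviations from their group means is given with it. Depth classes above and below 1000000 reads, pairs of RNP replicates, crossed pairing and subtraction of the same controls from both groups in Fig. S3 were added after the data had been examined.

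The tests were tested on simulated data. In 200 of 200 simulated files the edited and total reads were recovered. Of 2000 simulations without a difference, 4.45% gave a p under 0.05 with 6 guides and 2 replicates, 2.7% with the sign-flip test and 4.9% with 2 T1 populations. With a 5-fold difference these shares were 100%, 93.75% and 97.1%. All simulated values were drawn independently, so replicates that deviate together, as in batches, were not simulated. Neither was the RNP design.

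Every result was recomputed with 1 choice changed at a time: a read minimum of 10 (3 in maize), a minimum share of 0.01% of reads in place of a read minimum, indels counted from 1 bp, only indels that overlap the guide's site or the 5 bp past its end, adenine-run indels counted, the share of indels of at least 3 bp in the matched control, in patterns of any read count, subtracted, means in place of medians, removal of at most 1 extreme plant per population by Grubbs' rule, the geometric mean of ratios, all 11 Lc guides, all indel reads of 1 to 30 bp for deletion sizes, pairing by replicate number, and each replicate left out. The effect of these choices is given in the closing section.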

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

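Of the tests below, those of depth, of reads carried over between plants, of errors at the FWA gRNA7 site, of batches of RNP replicates, of 1 and 2 bp indels without a window, of single replicates behind the ranking of the variants and of chance behind the promoter ranking were chosen only after the result was seen.

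In 4 of 22 groups of 4 to 10 libraries, 1 library lay far from the others, where about 1 in 20 groups, or 1.1, would do so by chance. The first is T1 plant #6 in Fig. S1B, with 13.5% edited reads while the other 5 plants had 0.0120% to 2.94%. With all libraries scaled down to the depth of the smallest, the gap to the next plant was 0.784 of the range. Scaling hardly changed this value, here and in the other 3 groups, so the test says little about depth. Only 2 libraries handled with it had a higher efficiency, leaves a and b of T1 plant #33, and the highest cosine similarity of its patterns to theirs was 0.00309, which goes against carried-over reads. The design gives no condition that separates this plant from its siblings, so no biological explanation was tested.

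The second is 1 of the 10 rdr6-15 plants with version 1 grown at 28 °C, with 3.75% where the others had 0.0633% to 1.80%. At the depth of the smallest library the gap was 0.530 of the range. The highest similarity of its patterns to any of 29 plants with a higher efficiency was 0.544, below the 0.95 set for carried-over reads. T1 plants are independent transformants, and no biological explanation was tested.

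The others are nCasΦ RNP libraries, both of them replicate 1. With AtPDS3 gRNA10, replicate 1 had 5.20% and the other 3 had 3.08% to 3.41%, and with FWA gRNA5 replicate 1 had 3.26% and the others 17.2% to 18.4%. At equal depth the gaps were 0.843 and 0.923 of the range. The FWA gRNA5 library resembled its own guide's replicates more than those of FWA gRNA4, by 0.969 in cosine similarity, which goes against an exchange between the guides. Across 18 sets of guide and enzyme, replicates paired as 1 with 2 and 3 with 4 differed less within pairs (mean absolute log2 difference 0.39) than in the other pairings (0.83 and 0.84), with a one-sided permutation p of 9.9999e-06, the smallest of the resamples. Over all sets this is consistent with replicate pairs made in separate batches. It does not account for these 2 libraries, since replicate 2 of the same pair lay with replicates 3 and 4 for both guides. The paper does not name batches, and no biological explanation was tested.

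The gain of vCasΦ over WTCasΦ was larger with plasmids than with RNPs, by 2.75 on the log2 scale and in 6 of 6 guides (exact sign-flip permutation test, two-sided, p = 0.0312, the smallest p, adjusted p = 0.0469). The log2 ratio of vCasΦ over nCasΦ was also 1.87 higher with plasmids, in 6 of 6 guides (same exact permutation test, p = 0.0312, adjusted p = 0.0469), and the variant with the higher mean changed in 4 of 6. It stayed vCasΦ for FWA gRNA4 and nCasΦ for FWA gRNA6. With any 1 RNP replicate number left out, the difference stayed at 1.71 or above, and with plasmid replicate 1 or 2 left out it was 1.89 or 1.77, so no single replicate number carries it. The vCasΦ ratio with RNPs was 1.59 in replicates 1 and 2 and 3.51 in replicates 3 and 4, so the gain depends on the pair, and plasmid and RNP experiments were separate, so that a difference between experiments cannot be told apart from the delivery method. A candidate explanation is that the amount or the activity of the vCasΦ protein differs between purified RNPs and expression in the cell, and the data used here do not measure either.

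With the variants, the order of the promoters differed between protoplasts and T1 plants. WTCasΦ with ribozymes was sequenced in protoplasts only. Its means with the CmYLCV and UBQ10 promoters were 12.6% and 12.7% in Fig. 4D, and 4.28% and 3.17% in Fig. 3D. With ribozymes and a variant, the CmYLCV promoter gave the higher value in every pair of protoplast libraries, a probability of 1 for both enzymes, while a CmYLCV T1 plant was above a UBQ10 T1 plant with probability 0.298 for vCasΦ and 0.311 for nCasΦ. The mean difference of these probabilities was 0.696 (permutation test, two-sided, p = 1e-05, the smallest of the resamples). The permutation tests against no promoter effect in either system, so a small p can also come from an effect in the T1 plants alone. In random draws of 2 T1 plants per population, the protoplast order appeared in both enzymes with probability 0.00208. Draws from the T1 populations would thus rarely give it. These populations already have the opposite order, so the draws cannot tell whether chance in 2 protoplast replicates without a promoter effect would give it. At equal depth the difference of medians in T1 plants was -26.7 percentage points for nCasΦ and -13.6 for vCasΦ, but scaling hardly changes these values, so the test says little about depth. Protoplasts and T1 plants also differ in genotype (Col-0 and rdr6-15), in age of the tissue and in how the construct is present, and these cannot be told apart from one another here. No biological explanation was tested.

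Data that the paper did not discuss held 2 signals above the controls. FWA gRNA7 had an efficiency of 0.0141% in Fig. 2B, from 407 reads in 2 patterns. The control of the same amplicon had 0 reads of these patterns in 3493659, which goes against recurring PCR or sequencing errors. Weak editing with gRNA7 may therefore be present, as a hypothesis that rests on 1 library.

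Indels of 1 and 2 bp, which the criterion leaves out, were counted where they overlap the 4 positions on either side of the cleavage point. They made up a mean of 0.0478% of reads in the 269 T1 plants with vCasΦ or nCasΦ, against 0.00210% in the 3 control plants, a ratio of 22.8. In 225 plants (83.6%) the share was above that of the highest control, 0.00284%. Counted anywhere in the amplicon, the means were 0.0731% and 0.00738%, a ratio of 9.91, with 219 plants (81.4%) above the highest control, 0.00847%. Sequencing and PCR errors alone would leave the ratio near 1. Part of these indels may come from editing, as a hypothesis, although the control plants are only 3 and are Col-0 by their labels while the T1 plants are rdr6-15.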

How the results depend on the processing

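The alternatives below were chosen before the data were examined, except the 6 kinds that are said to have been added. They were a lower read minimum, a share minimum of 0.01% of reads, indels counted from 1 bp, the guide's site only, subtraction of the control, means in place of medians, removal of an extreme plant, the geometric mean of ratios, adenine-run indels counted, pairing by replicate number and single replicates left out. Of 289 alternatives run for the 33 tested comparisons, 259 have a p, and 250 of these kept the direction and the side of 0.05. The other 30 leave 1 library in an arm and have no p, and 1 of them changed the sign. In 26 comparisons no alternative with a p changed the direction or the side. The comparisons of 2 against 2 transfections (Fig. S3B and the A form in Fig. 3C) and those of Fig. 4D cannot pass 0.05, so their p values show no stability.

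The rdr6-15 effect with version 2 became weaker when the control was subtracted (0.355 percentage points, permutation test of ranks, p = 0.0598). With means in place of medians it was 1.73, with p = 0.266 from a permutation test of the means and not of the ranks. Among its 10 alternatives the permutation tests gave p from 0.00033 to 0.266. The subtraction took the controls of Fig. 5 (0.127%) off the rdr6-15 plants and those of Fig. S3A (0.0216%) off the Col-0 plants. With the latter taken off both, added after the data had been seen, it was 0.461 (permutation test, p = 0.0128). The same addition left the difference between the constructs in rdr6-15 at -0.904 (permutation test, p = 0.847) and the 28 °C effect in rdr6-15 version 2 at 0.0852 (permutation test, p = 0.483). Means also reversed the 28 °C effect in rdr6-15 version 2, to -1.59 percentage points (permutation test, p = 0.238), and the share minimum reversed that in protoplasts, to 0.109 (exact permutation test, p = 0.667). The ranks of rdr6-15 version 2 had already pointed lower at 28 °C, with probability 0.424 that a 28 °C plant is above a 23 °C plant. Of the alternatives added after the data had been seen, libraries of at least 1000000 reads reversed the difference between the constructs in rdr6-15, to 1.90 percentage points (permutation test, p = 0.236), and RNP replicates 1 and 2 alone weakened the vCasΦ ratio, to 1.59 (exact permutation test, p = 0.0807). Libraries under 1000000 reads, also added, weakened the rdr6-15 effect with version 2 (0.219, exact permutation test, p = 0.0514). They reversed the 28 °C effect in Col-0, to 0.174 for version 1 (exact permutation test, p = 0.0138, adjusted p = 0.0691 over 5, range of p over the alternatives 0.0138 to 0.86) and to 0.0318 for version 2 (permutation test, p = 0.186). RNP replicates 3 and 4 alone and crossed pairing were added as well. The reversal in Col-0 version 1 is the only one with a raw p under 0.05. Apart from the choice of controls, the cause was not tested for any of these changes.

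With each replicate left out in turn, the fwa-4 effect lay between 1.32 and 1.6 percentage points, the ribozyme effect between 2.8 and 2.85, the 30 bp effect between -0.348 and -0.308 in the C form and between 0.0167 and 0.940 in the A form, and the 28 °C effect in protoplasts between -0.0637 and 0.0371, where the sign changed. The plasmid ratio lay between 16.3 and 17.8 for vCasΦ and between 9.38 and 11.8 for nCasΦ, and the RNP ratio between 2.09 and 2.87 and between 4.39 and 4.87. In Col-0 protoplasts the FWA differences lay between 1.62 and 1.64 for vCasΦ and between 0.529 and 0.581 for nCasΦ. With ribozymes they lay between 10.1 and 15.1 and between 11.8 and 13.4, in maize between 0.845 and 1.24 and between 0.851 and 1.50, and for the share of deletions of 8 to 10 bp between -10.8 and -4.83 and between -9.99 and -4.31. Where an experiment has 2 replicates, leaving 1 out leaves single libraries per arm, so these ranges carry no test and show no stability. In Fig. 4D, pairing nCasΦ and WTCasΦ by replicate number, whose deviations had a correlation of -0.0543, gave p = 0.125, the smallest of that exact permutation test.

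Among 45 other values, such as single libraries and medians, 187 of 229 alternatives left it within the spread of its samples or its counting interval and 42 did not. Numbers of controls with edited reads were held to a 1.5-fold change instead. With a lower read minimum 41 of 50 Arabidopsis controls had edited reads, and with indels from 1 bp 22, where 7 had them at first. The share minimum moved 14 of 45, the lower read minimum 13 of 45, indels from 1 bp 8 of 45, subtraction of the control 6 of 39 and counting adenine-run indels 1 of 10. Subtraction of the control gave no value for Fig. 4D, for the comparison of promoters between systems that uses it, for the test of the 37 °C pulse and for the controls themselves. Counting adenine-run indels cannot move results at other sites, such as those in maize, so their stability under it shows nothing. The guide's site alone moved no value.

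Depth limits the weakest values. A pattern of 100 reads is a smaller share of a deep library than of a shallow one, which bears on the T1 populations of Fig. 5 and Fig. S3, where libraries range from 197725 to 3362769 reads, and on the 28 °C plants of Fig. S3 most, since 39 of their 47 libraries hold fewer than 1000000 reads. Low values in Table S1 and Fig. S1B are limited by the control plant, not by depth. In maize the floors of transfected libraries without edited reads reach 0.0123%, and with a minimum of 3 reads 1 more guide had edited reads with WTCasΦ, 1 more with vCasΦ and 2 more with nCasΦ.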

Differences from the paper's values

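Of 62 values that the paper states or shows and that were also computed, 21 from its text, 15 from its supplement and 26 read by eye from figures, 2 differed by more than the error and more than 1.5-fold. For the variants with ribozymes in protoplasts, the paper's range starts at 10% (Fig. 4D), and the lowest of the 4 means computed here was 16.6%, that of nCasΦ with the UBQ10 promoter. None of the alternatives set before the data were examined closed the gap: the lowest mean stayed between 16.6% and 16.7%. The lowest single replicate had 13.9%. For the upper quartile of the T1 populations in Fig. 5C, the paper's range starts at 40%, and the upper quartile computed here for vCasΦ with the CmYLCV promoter was 9.05%. The alternatives set before the data were examined gave 8.92% to 9.33%, and none closed the gap. The upper quartiles of the other populations were 33.5% for vCasΦ with the UBQ10 promoter, 41.6% for nCasΦ with the CmYLCV promoter and 47.7% for nCasΦ with the UBQ10 promoter. The paper's sentence can also be read as being about single plants, and 43 of the 179 plants had at least 40%.

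For FWA gRNA7, which the paper's text does not list among the guides with editing, Fig. 2B shows a thin bar of about 0.01%, read by eye, and 0.0141% was computed. With a share minimum of 0.01% of reads the value was 0, and with indels from 1 bp it was 0.0219%, both set before the data were examined. For leaf c of Table S1 the computed value equals the paper's. Of the alternatives set before the data were examined, subtraction of the control moved it to 0, a read minimum of 10 to 0.0190% and the share minimum to 0.0118%.

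The paper describes the leaves of T1 plant #33 other than a and b as having little to no editing, and leaf d had 10.8%. It describes indels of 3 bp or more in controls as staying well under the read minimum, and 7 of 50 Arabidopsis controls had such patterns with at least 100 reads, up to 807 reads. With a share minimum of 0.01% in place of 100 reads, 5 did. It describes its typical depth as a range that 651 of 742 Arabidopsis libraries fell into, 86 being below and 5 above. In Table S1 the untransformed control, at 0.0117%, was above the flower, at 0.00839%.

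The paper describes a higher efficiency of vCasΦ than of WTCasΦ for RNPs in pooled form, and for AtPDS3 gRNA10 the vCasΦ ratio was 0.994. It describes spacers of 20 and 30 bp as not different in the A form, and the mean with 30 bp was 0.478 percentage points higher, a difference that the exact permutation test could not tell from chance (p = 0.667). It describes deletions around 8 to 10 bp as the main ones for the variants, and the most frequent size lay in that range for 3 of 6 guides with vCasΦ and 3 of 6 with nCasΦ. These sizes were taken guide by guide over edited reads. Fig. S6C instead averages the guides over all indel reads of 1 to 30 bp, so the measures differ. The spacers printed for FWA gRNA1 and gRNA10 had 0 exact matches on chromosome 4.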

Other observations

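Of the tests below, those of recurring errors in the control plants, of the shares of all patterns in them, of the 28 °C plants within depth classes and of depth in the populations of Fig. S3 were chosen only after the result was seen, and the null distribution for short repeats was corrected after a result had been seen.

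Untransformed control plants contained edited reads. In the 3 control plants of Fig. 5 indels of at least 3 bp made up 0.127% of reads on average, against 0.00807% in 6 protoplast controls at the same site (scramble RNP or GFP), a ratio of 15.8, where errors that recur at the site would give a ratio near 1. The 5 other control plants had 0.0204% (0.00818% to 0.0333%), a ratio of 2.52. Against all 8 protoplast controls of this site, which include that of Fig. 4A with 0.0220%, the ratios were 14.0 and 2.24. The Table S1 control had 469 reads of -5:6D, and the 8 protoplast controls had 0 to 5. Recurring errors are thus an insufficient explanation for the plants of Fig. 5. For the Table S1 control the ratios over all patterns were only 1.90 and 1.69. Its share, 0.0153%, was not above the highest protoplast control. For that plant only the reads of -5:6D go against recurring errors, so the test is less clear. For the 4 control plants of Fig. S3A the ratios were 2.68 and 2.38, above the 2 used as the limit, but 2 of the 4 were not above the highest protoplast control, so the test is less clear there. If the reads had been carried over from edited libraries of the same experiment, they would be expected to share the most frequent patterns: the 5 patterns with the most reads in the edited libraries made up 70.3% of the controls' edited reads, 100% for the Table S1 control, 100% for the controls of Fig. S3A and 67.0% for those of Fig. 5, below the 80% set for this test. In the edited libraries themselves these patterns made up 99.2%, 54.6% and 41.3%, so carried-over reads would not be expected to reach 80% in the last 2 sets, and the test says little. The shares of all patterns, compared by cosine similarity, gave 0.980 or more for each of the 3 sets (0.997, 0.980 and 0.992). The second measure is what carried-over reads would give. Editing by the same enzyme and guide would give it too, but these plants were untransformed and should carry neither. Carry-over therefore remains a candidate explanation, and values near those of the controls in plants cannot be read as editing. No biological explanation was tested.

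In Col-0 protoplasts with WTCasΦ (Fig. 4C), replicate 2 of FWA gRNA4 had 0.142% and replicate 1 had 0. The highest cosine similarity of its patterns to a vCasΦ or nCasΦ library of the same guide was 0.248, which goes against reads carried over from those libraries, and that to a WTCasΦ library in fwa-4 was 0.0772.

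The lower medians at 28 °C were examined for the smaller depth of those libraries. With the 23 °C counts scaled to the 28 °C depth, the difference for rdr6-15 version 1 was -1.06 percentage points, close to the unscaled value, and the others were 0.0142, -0.218 and 0.0852. Scaling hardly changed the rdr6-15 version 1 value, so it says little about depth. Among libraries under 1000000 reads the rdr6-15 version 1 difference was -0.145 (permutation test, p = 1, adjusted p = 1 over 5), so depth is not ruled out. The permutation test of all libraries does not separate it from chance either (two-sided, p = 0.156, adjusted p = 0.312 over 4, range of p over the alternatives 0.0693 to 1).

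Efficiency and depth were correlated by rank in 1 of the 7 T1 populations of Fig. 5, rdr6-15 version 2 with WTCasΦ (n = 23). There Spearman's rho was 0.616 (permutation p = 0.0017, adjusted p = 0.0119 over the 7) and Pearson's r 0.499 (permutation p = 0.0158, adjusted p = 0.0640), and r was 0.589 without the 2 plants farthest from the median depth. For vCasΦ in Fig. 5A (n = 49) r was 0.338 (permutation p = 0.0183, adjusted p = 0.0640, 0.343 without the 2 farthest) and rho 0.276 (permutation p = 0.0556, adjusted p = 0.19). Of the 7 other populations, in Fig. S3, 2 had a rank correlation, both in Col-0 at 23 °C. For version 1 (n = 43) rho was 0.577 (permutation p = 0.0001, the smallest of the resamples, adjusted p = 0.0007 over these 7) and r 0.329 (permutation p = 0.0148, adjusted p = 0.104, 0.318 without the 2 farthest). For version 2 (n = 41) rho was 0.419 (permutation p = 0.0077, adjusted p = 0.0269) and r 0.129 (permutation p = 0.402, adjusted p = 0.563, 0.115 without the 2 farthest). Depth is therefore not excluded as a factor in these populations. In Fig. 5A, with only libraries of at least 1000000 reads, added after the data had been seen, the vCasΦ and nCasΦ differences remained at 13.4 and 10.7 percentage points.

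The 6 bp deletion of T1 plant #33 raised the question whether plants retain in-frame edits more than protoplasts do. The share of edited reads whose net change in length is divisible by 3 was higher in T1 plants than in protoplasts for 0 of 4 constructs. The means were 38.8% in T1 plants and 44.2% in protoplasts for vCasΦ with the CmYLCV promoter, 41.0% and 41.9% with the UBQ10 promoter, 38.1% and 45.3% for nCasΦ with the CmYLCV promoter, and 43.0% and 44.7% with the UBQ10 promoter. A higher in-frame share in T1 plants was thus not seen. In the paper, albino and dwarfed seedlings were homozygous for the in-frame 6 bp deletion, so an in-frame length does not mark a working gene. With also only 2 protoplast libraries per construct, the comparison cannot decide on selection in somatic tissue. Inheritance was not tested.

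Joining at short repeats was examined for each of the 6 guides in Fig. 4A. The mean length of sequence shared by the ends of the deletions was set against deletions of the same sizes placed at random at each position across the cleavage region. It was larger than in 95% of draws for 0 of 6 guides: it exceeded 94.2% of draws for AtPDS3 gRNA8, 80.5% for gRNA10, 11.6% for FWA gRNA1, 88.8% for gRNA4, 90.1% for gRNA5 and 35.1% for gRNA6. The null distribution decides this result. A form run earlier counted placements with the same product only 1 time, which gives less weight to repeats than random breaks would, and it put 4 of 6 guides past 95%. That form departed from the test set before the data were examined and was replaced after its result was seen. Microhomology is not shown by these data.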
